# DNA Damage in Mammalian Neural Stem Cells Leads to Astrocytic Differentiation Mediated by BMP2 Signaling through JAK-STAT

**DOI:** 10.1016/j.stemcr.2013.06.004

**Published:** 2013-07-25

**Authors:** Leonid Schneider, Serena Pellegatta, Rebecca Favaro, Federica Pisati, Paola Roncaglia, Giuseppe Testa, Silvia K. Nicolis, Gaetano Finocchiaro, Fabrizio d’Adda di Fagagna

## Abstract

The consequences of DNA damage generation in mammalian somatic stem cells, including neural stem cells (NSCs), are poorly understood despite their potential relevance for tissue homeostasis. Here, we show that, following ionizing radiation-induced DNA damage, NSCs enter irreversible proliferative arrest with features of cellular senescence. This is characterized by increased cytokine secretion, loss of stem cell markers, and astrocytic differentiation. We demonstrate that BMP2 is necessary to induce expression of the astrocyte marker GFAP in irradiated NSCs via a noncanonical signaling pathway engaging JAK-STAT. This is promoted by ATM and antagonized by p53. Using a SOX2-Cre reporter mouse model for cell-lineage tracing, we demonstrate irradiation-induced NSC differentiation in vivo. Furthermore, glioblastoma assays reveal that irradiation therapy affects the tumorigenic potential of cancer stem cells by ablating self-renewal and inducing astroglial differentiation.

## Highlights

• Irradiated NSCs undergo niche-independent cellular senescence and differentiation
• Astrocytic differentiation depends on cytokine secretion controlled by ATM and p53
• Induction of astrocytic marker GFAP requires noncanonical BMP2/JAK-STAT signaling
• Irradiation-induced differentiation occurs in vivo in SVZ-NSC and murine GBM model

## Introduction

The relationship between cell-cycle control and regulation of differentiation is a major question in stem cell biology. Neural stem cells (NSCs) are among the best characterized mammalian stem cells; they generate the central nervous system during development and support adult neurogenesis throughout life in the subventricular zone (SVZ) and subgranular layer of the hippocampus (Bonfanti and Peretto, 2007; Doetsch, 2003).

NSCs were the first somatic stem cell type shown to grow indefinitely in vitro under self-renewing conditions as neurospheres (Reynolds and Weiss, 1992). NSC cultures can be derived ex vivo from both the developing and adult brain or from embryonic stem (ES) cells and can differentiate into the three brain lineages: neurons, astrocytes, and oligodendrocytes (Conti et al., 2005; Pollard et al., 2006). This differentiation is governed by extracellular ligands and cytokines (Gangemi et al., 2004) and is associated with the downregulation of NSC markers such as Nestin, SOX2, and PAX6 (Conti et al., 2005; Gómez-López et al., 2011). Self-renewing cells with gene expression patterns similar to normal NSCs can also be found in glioblastoma multiforme (GBM), supporting the concept of cancer stem cells (Nicolis, 2007).

We recently showed that the canonical DNA damage response (DDR) signaling pathways (Figure S1A available online) are functional in NSCs (Schneider et al., 2012). Generation of DNA double-strand breaks (DSBs), e.g., by ionizing radiation, leads to activation and focal recruitment of the apical PI3K-like serine/threonine kinase (ATM), which labels chromatin at DNA lesions through phosphorylation of the histone H2A variant H2AX (γH2AX). ATM also phosphorylates the serine/threonine-glutamine (S/TQ) motif of many downstream effectors, some of which are focally recruited at DSBs (e.g., 53BP1), whereas kinases and transcription factors like CHK2 and p53 further relay DDR signaling, causing transient cell-cycle arrest to allow DNA repair or, depending on the nature of the DNA damage, apoptosis or cellular senescence (d’Adda di Fagagna, 2008; Jackson and Bartek, 2009; Shiloh, 2006).

## Results

### DNA Damage in NSCs Leads to Cellular Senescence Despite Transcriptional Downregulation of DDR Signaling

We induced DSBs in proliferating self-renewing NSCs, which uniformly display all key features of radial glia (Conti et al., 2005), by acute exposure to 10 Gy X-ray irradiation (irr). Many cells survived and exited the cell cycle, as indicated by reduced bromodeoxyuridine (BrdU) incorporation (Figure 1A) and expression of cell-cycle arrest markers such as p21^CIP^, p27^KIP^, and Rb-dephosphorylation (Figure S1B). Within 24 hr of irr, most and, after 3 days, all NSCs became enlarged with flattened morphology and expressed senescence-associated β-galactosidase (SA-β-gal) activity (Figures 1B and S1C). Upon DNA damage, such dramatic changes are usually associated with cellular senescence, commonly requiring continuous DDR signaling (d’Adda di Fagagna, 2008). Unexpectedly, whereas DDR signaling was promptly activated in NSCs immediately after irr (Figures 1C and S1D), it was progressively lost in the majority of cells entering senescence, as determined by DDR foci detection at the single-cell level for the DDR markers pS/TQ, γH2AX (Figure 1C), phospho-ATM, and 53BP1 (Figure S1D). Progressive reduction in DDR signaling was confirmed by immunoblotting for γH2AX, phospho-ATM, phospho-Chk2, and phospho-p53 (Figure 1D). Reduction in DDR foci is usually interpreted as accomplished DNA repair, including in NSCs (Acharya et al., 2010), and indeed we confirmed DSB repair proficiency in irr NSCs (Figure S1E). Yet, we noticed that the progressive loss in detectable phospho-ATM and its target phospho-CHK2 correlated with reduced expression of total ATM and CHK2 proteins in irr cells (Figure 1D). We then performed microarray analyses on control NSCs and NSCs 7 days after irr. 

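Genome-wide expression was measured on Affymetrix GeneChip mouse genome arrays of 45101 probe sets, on which each transcript is read by 1 or more of these groups of short probes which mostly lie near the 3′ end. The cells were NSCs obtained from mouse embryonic stem (ES) cells and kept dividing with EGF and FGF2. RNA came from 4 non-irradiated cultures and from 4 cultures taken 7 days after irr with 10 Gy, and the methods describe the irr experiments as a quadruplicate, so that n = 4 arrays per group throughout. Irr changed a large part of the transcriptome. Of 21919 probe sets past the intensity filter, 8339 were higher and 8128 were lower in irr NSCs (75.1% of those tested) at an adjusted p under 0.05 from limma. At least 2-fold changes were found in 1856 probe sets that were higher and 1311 that were lower. With the brightest probe set standing for each of 11372 genes, these were 1012 genes higher and 702 lower. Where every array of a group lies below an intensity of 100 (log2 6.64), as for 46 of the 208 named genes, the size of a change is uncertain, and folds written below as at least a number take that intensity in place of the lower group. Among genes above it in both groups, a large increase was that of the lipid transporter Abca8a (47.4-fold, adjusted p = 1.2e-10 from limma). Ret, the receptor tyrosine kinase of the GDNF family of ligands, had log2 values of 4.83 ± 0.24 (SD, n = 4) in non-irradiated and 11.69 ± 0.14 (SD, n = 4) in irr NSCs, an increase of at least 32.9-fold (adjusted p = 2.2e-10 from limma). Another Ret probe set past the filter was 4.37-fold higher. Fabp4, a fatty acid carrier of adipocytes and macrophages, was at least 13.4-fold higher (adjusted p = 6.8e-11 from limma), although 2 of its 4 probe sets stayed below the filter. Among the large decreases were those of Dcpp1, with a log2 fold change of -4.97 (standard error 0.08) and an irr mean below the filter, so that its size is uncertain, of Cdkn3, a phosphatase that acts on cyclin-dependent kinases, with -3.23 (standard error 0.07), and of Bcat1, an enzyme of branched-chain amino acids, with -3.12 (standard error 0.04). Myo5b, a myosin of vesicle transport, was at least 2.87-fold lower.

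The authors computed intensities and detection calls with GCOS, normalized the arrays with RMA, kept probe sets with a present call and an intensity over 100 on at least 1 array, and tested them with limma. The values used here are their deposited RMA values on the log2 scale, and the detection calls were not used here, so that only the intensity part of the filter was applied. The median log2 value lay between 6.22 and 6.24 on the 8 arrays. Replicates correlated at 0.996 to 0.998 across probe sets, and arrays of different groups at 0.972 to 0.976. The first principal component held 92.0% of the variance and separated the groups, and the second, with 3.68%, set irr replicates 1 and 2 apart from irr replicates 3 and 4. The array's control probe sets at the 3′ and 5′ ends of a transcript differed more in irr NSCs. The gap was 0.26 ± 0.03 (log2, SD, n = 4) in non-irradiated and 0.51 ± 0.07 (SD, n = 4) in irr NSCs for actin (exact permutation test, two-sided, p = 0.029, adjusted p = 0.048 over 5 such measures), and 0.35 ± 0.21 and 0.85 ± 0.24 for the transferrin receptor, with the same p. That of Gapdh was -0.08 ± 0.04 and -0.06 ± 0.03 (exact permutation test, p = 0.71). Centring the arrays on reference genes other than B2m, in place of the RMA values as deposited, would move the median change of all probe sets by 0.20 (log2) and the share of higher ones among differentially expressed probe sets from 58.6% to 75.3%. These reference genes were not all stable. Of 11 measured, B2m included, 4 were higher and 5 were lower in irr NSCs, and Tfrc, the transferrin receptor gene, fell more than 2-fold. The scale includes Tfrc, so this setting cannot decide which calls hold.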

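At 7 days after irr, NSCs held less RNA of nearly every gene of DNA replication and mitosis and of most genes of the DDR, and more RNA of genes that DNA damage induces. All 37 measured genes of DNA replication were lower, 33 of them at least 2-fold, with a median log2 fold change of -1.64. Among them were Cdc6, which loads the replicative helicase (-2.44, standard error 0.07), and the thymidine kinase Tk1 (-2.62, standard error 0.06). All 36 genes of mitosis were lower, 35 at least 2-fold, with a median of -2.12, among them the centromeric histone Cenpa (-3.04), the kinase Plk1 (-2.60) and Cdc25b, a phosphatase that activates cyclin-dependent kinases (-1.92). The list of damage-induced arrest and apoptosis holds target genes of p53. Of 28 measured, 26 were higher, 16 at least 2-fold, 1 was lower and 1 did not pass the test, with a median of 1.20. Cdkn1a, which encodes the cell-cycle inhibitor p21, had log2 values of 10.85 ± 0.09 (SD, n = 4) in non-irradiated and 13.83 ± 0.04 (SD, n = 4) in irr NSCs, a 7.85-fold increase (adjusted p = 2.7e-10 from limma). Gadd45a was 2.97-fold and the death receptor Fas at least 4.13-fold higher.

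Of 32 measured genes of DDR signaling, 28 were lower, 12 at least 2-fold, 3 were higher and 1 did not pass the test, with a median of -0.64. The decreases were largest for the histone H2ax (-1.95, standard error 0.05), the phosphatase Cdc25a (-1.85), the mediator Clspn (-1.77) and the kinase Chek1 (-1.61). The mediator Mdc1 (-1.36) and the kinase Chek2 (-1.21) were also lower. Among the apical kinases, Atm fell by 0.27 on the log2 scale (standard error 0.05, adjusted p = 1.1e-03 from limma), Atr fell by 0.25 (standard error 0.09, adjusted p = 0.028 from limma), and Prkdc, the catalytic subunit of DNA-PK, rose by 0.30 (standard error 0.06, adjusted p = 1.5e-03 from limma). Trp53bp1, a mediator bound to breaks, fell by 0.18 (standard error 0.05, adjusted p = 7.9e-03 from limma). Of 31 genes of homologous recombination and the Fanconi anemia pathway, 26 were lower, 18 at least 2-fold, and 1 was higher (median -1.17). Examples are the nuclease Exo1 (-2.19) and the helicase Brip1 (-1.83, below the filter on all irr arrays). Brip1 was at least 1.16-fold lower, so a 2-fold change is not shown for it. Of 18 genes of base excision repair, 15 were lower and none was higher (median -0.81), with the largest decrease in the uracil glycosylase Ung (-2.19). In nonhomologous end joining, 3 of 9 genes were lower, 3 were higher and 3 did not pass the test. The Ku subunits Xrcc5 and Xrcc6 both fell by 1.03. In mismatch repair 5 of 6 were lower and 1 was higher, and in nucleotide excision repair 10 of 18 were lower, 3 were higher and 5 did not pass the test. Lists share genes, and Exo1 (-2.19) is also the lowest of mismatch repair, so these results are not independent. Whether the decreases of DDR and repair genes are separate from those of replication and mitosis was not tested.

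**Figure D1:**
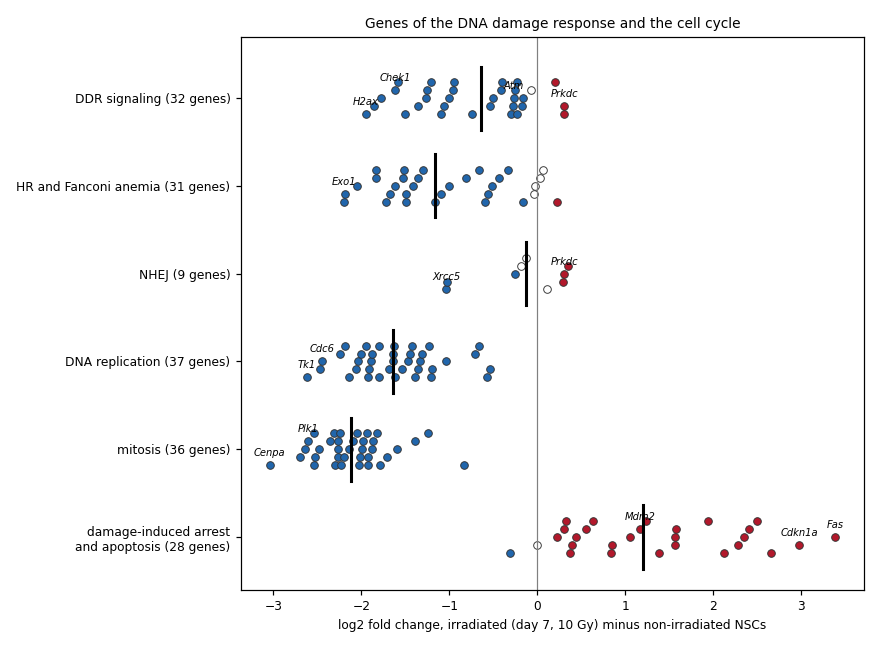
Log2 fold change (irr day 7 minus non-irradiated NSCs, 4 arrays each) of each measured gene of 6 gene groups of the DNA damage response and cell cycle. Each point is a gene, filled red (higher) or blue (lower) at an adjusted p under 0.05 from limma and open otherwise; the vertical position within a group only separates points, and the bar is the group's median, from -2.12 for mitosis to 1.20 for damage-induced arrest and apoptosis genes.

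The same numbers of genes were called in each of these groups when adjusted over the list alone. Tested as sets with camera (limma, preset correlation), adjusted p was 3.0e-16 for DNA replication, 3.1e-17 for mitosis, 8.7e-08 for damage-induced genes, 1.1e-06 for DDR signaling, 5.0e-08 for homologous recombination, 1.6e-05 for base excision repair, 0.029 for mismatch repair, 0.072 for nucleotide excision repair and 0.55 for end joining. With an estimated correlation, the first 6 of these calls held, at adjusted p = 0.0025 to adjusted p = 0.036 from camera, and that of mismatch repair was lost (adjusted p = 0.11 with an estimated correlation). A second Atm probe set read -1.03, and Trp53bp1 probe sets went both ways, with a mean of 0.075. Trp53bp1 read 0.016 when arrays were centred on reference genes other than B2m, and -0.09 with plain identifiers, where its call was lost (adjusted p = 0.14 from limma). The calls of Atm and Atr ended, at -0.08 and -0.06, when arrays were centred on reference genes other than B2m, and that of Atr also without non-irradiated replicate 2 (-0.20) or 3 (-0.21) or irr replicate 3 (-0.20). Those reference genes include Tfrc, which itself fell more than 2-fold, so that centring alone cannot decide these calls.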

In irr NSCs, we detected gene expression changes associated with cell-cycle arrest (*p21*^*CIP*^, *PTEN*, *GADD45α*, *CDC6*, *CDC25B*) but also a widespread downregulation of DDR genes (Figure 1E). The transcriptional downregulation of selected key DDR genes (*ATM*; *CHK2*, *p53*, *MDC1*, *H2AX*) was confirmed by quantitative real-time PCR (Figure 1F). 

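Regulators linked to senescence moved both ways at day 7. Of 12 measured CDK inhibitors and senescence regulators, 5 were higher and 7 were lower, with a median log2 fold change of -0.28 (adjusted p = 0.44, camera in limma). Genes whose loss marks senescent cells were among the decreases, while the inhibitor gene Cdkn1a rose by 2.97. As the list joins both kinds, its median and set test cannot speak for or against senescence. Lmnb1, which encodes the nuclear envelope protein lamin B1, fell by 2.10 on the log2 scale (standard error 0.09, adjusted p = 2.5e-08 from limma), the chromatin protein Hmgb2 fell by 2.12 (standard error 0.07, adjusted p = 6.7e-09 from limma) and Ezh2, the catalytic subunit of the Polycomb complex PRC2, fell by 1.92 (standard error 0.05, adjusted p = 9.2e-10 from limma). The CDK inhibitor genes Cdkn2a and Cdkn2b stayed below the intensity filter on all 8 arrays. The counts were equal when adjusted over the list alone.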

Our study thus revealed a form of DNA-damage-induced cellular senescence maintained in the absence of a functional DDR signaling.

### DNA Damage Induces Astrocytic Differentiation

According to our previous report (Schneider et al., 2012), these findings may indicate that irr NSCs had lost their stem cell features and committed to an astrocytic fate. When we investigated the expression of the self-renewal-associated cell membrane marker SSEA1/LeX (Capela and Temple, 2006), only a small fraction of irr NSCs at day 7 stained positive, whereas all control cells did (Figure 2A).

We also detected a progressive loss of NSC-associated cytoskeletal filament Nestin in individual senescent NSCs and the appearance of cells expressing the astrocyte-associated intermediate filament GFAP (Figures 2B, 2C, and S2A). Next, we quantified the nuclear signal of the key stem cell transcription factor SOX2 (Gómez-López et al., 2011) and SOX9, another SOX-family member relevant for NSC self-renewal (Scott et al., 2010). Neither of these markers, clearly expressed in non-irr NSCs, were detected in most nuclei analyzed at day 7 after irr (Figures 2D, S2B, and S2C). Progressive differentiation toward the astrocytic lineage was indicated by an increasing fraction of cells positive for the astrocyte-typical membrane channel Aquaporin 4 (Yoneda et al., 2001) at day 7 post-irr (Figures 2D and S2D). Western blotting confirmed reduction of Nestin, the self-renewal-promoting transcription factors PAX6 (Gómez-López et al., 2011) and OLIG2 (Ligon et al., 2007), and upregulation of GFAP in irr NSCs (Figures 2E and S2E).

We consistently detected downregulation of *Nestin*, *SOX2*, and *PAX6* mRNA by quantitative real-time PCR in several independent irr experiments (Figure 2F). Moreover, we observed widespread reduction in expression of genes associated with pathways typical of NSC biology and self-renewal (Figure 2G): transcription factors *SOX9* and *OLIG2*, RNA-binding proteins *Musashi-1* (Okano et al., 2002) and *ARS2* (Andreu-Agullo et al., 2012), nuclear receptor *TLX* (Qu et al., 2010), and the intermediate filament *Vimentin* (Conti et al., 2005). 

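On the arrays, genes of neural stem cells moved in both directions, mostly by less than 2-fold. Of 24 measured genes of a neural stem cell list, 9 were higher, 7 were lower and 8 did not pass the test, the same as when adjusted over the list alone. The median log2 fold change was 0.02, the mean -0.09, and the set test pointed down (adjusted p = 0.91, camera in limma). The largest decreases were those of the transcription factor Sox3 (-2.68, standard error 0.10) and the Notch ligand Dll1 (-1.21, standard error 0.05), and the transcription factor Emx2 rose by 1.23 (standard error 0.06). Among the markers named by the study, Srrt, which encodes ARS2, fell by 0.75 (standard error 0.04, adjusted p = 1.4e-07 from limma), Pax6 fell by 0.54 (standard error 0.05, adjusted p = 3.0e-06 from limma) and Msi1, which encodes Musashi-1, fell by 0.17 (standard error 0.07, adjusted p = 0.039 from limma). Sox2 rose by 0.23 (standard error 0.05, adjusted p = 1.4e-03 from limma) and Vim, which encodes vimentin, by 0.16 (standard error 0.04, adjusted p = 5.3e-03 from limma). Olig2, at -0.13 (adjusted p = 0.061 from limma), and Sox9, at log2 values of 9.02 ± 0.09 and 9.02 ± 0.05 (SD, n = 4 each, adjusted p = 1.00 from limma), did not pass the test. Olig2 was called lower with trend and robust settings (adjusted p = 0.026 from limma), without irr replicate 2 (-0.17, adjusted p = 0.024 from limma), and with the mean of all probe sets (adjusted p = 0.049 from limma), and Sox9 was called higher with arrays centred on reference genes other than B2m (0.19, adjusted p = 0.011 from limma). Nr2e1, which encodes TLX, stayed below the intensity filter on all 8 arrays. For Nes, which encodes nestin, the brightest probe set read 0.07 (adjusted p = 0.17 from limma) and the other 2 past the filter fell by 0.83 and 0.95, so that their mean was -0.57. With arrays centred on reference genes other than B2m, Nes was called higher (0.26, adjusted p = 5.0e-04 from limma). The 3′ to 5′ gap of the pyruvate carboxylase control probe sets was 0.54 (log2) wider in irr NSCs (exact permutation test, p = 0.029). Msi1 read 0.02 when arrays were centred on reference genes other than B2m and did not pass the test with no filter, with arrays centred on their median or without non-irradiated replicate 2, 3 or 4 or irr replicate 1 or 2 (-0.18 to -0.11). The paper's PCR is relative to B2M, which was 1.74-fold higher on the arrays. Divided by that ratio, a scale chosen after seeing the values, the array ratios of all 8 measured markers of the study lie below 1. They are 0.672 for Sox2, 0.641 for Vim, 0.605 for Nes and 0.575 for Sox9. Any gene that rose by less than 1.74-fold lies below 1 on this scale. The median log2 fold change of all probe sets past the filter was -0.0083, so the count does not set these markers apart from other genes.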

We extended this to genome-wide analysis in irr NSCs using cDNA microarrays. Using data sets from brain-derived astrocytes (Cahoy et al., 2008) or astrocytes differentiated in vitro from NSCs by serum stimulation (Obayashi et al., 2009) as references, we observed that numerous genes upregulated or downregulated specifically during astrocytic differentiation showed a similar pattern in irr NSCs at day 7 (Figure 2H). 

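Most measured genes of an astrocyte list were higher in irr NSCs at day 7, as were most of the mesenchymal and adipocyte genes measured. Of 31 measured astrocyte genes, 25 were higher, 13 at least 2-fold, 3 were lower and 3 did not pass the test, the same as when adjusted over the list alone, and the median log2 fold change was 0.83. As a set, the list had an adjusted p of 1.6e-05 from camera in limma with the preset correlation, and adjusted p = 0.11 with an estimated correlation, which ends the call. Of 9 mesenchymal genes, 7 were higher and 1 was lower (median 1.63; adjusted p = 0.0086 from camera, adjusted p = 0.10 with an estimated correlation, which ends the call), and of 11 genes of an adipocyte list written after the data were seen, 10 were higher and none was lower. The water channel Aqp4 had log2 values of 5.92 ± 0.12 (SD, n = 4) in non-irradiated and 11.35 ± 0.10 (SD, n = 4) in irr NSCs, an increase of at least 26.1-fold (adjusted p = 1.2e-10 from limma). The cholesterol exporter Abca1 was 44.7-fold higher, Apoe, the main lipid carrier that astrocytes secrete, 25.0-fold and the angiotensinogen gene Agt 12.2-fold. The growth factor receptor Fgfr3 fell by 1.39 (standard error 0.07). S100b rose by 0.19 (standard error 0.05, adjusted p = 7.1e-03 from limma; its call ended, at 0.15, without both irr replicates 3 and 4). Gfap, the intermediate filament of astrocytes, had -0.18 by its brightest probe set (standard error 0.06, adjusted p = 0.019 from limma), at log2 values of 6.80 ± 0.11 and 6.61 ± 0.04 (SD, n = 4 each), just above and just below the filter, and its other 2 probe sets, both below the filter, read 0.88 and 0.57 higher.

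**Figure D2:**
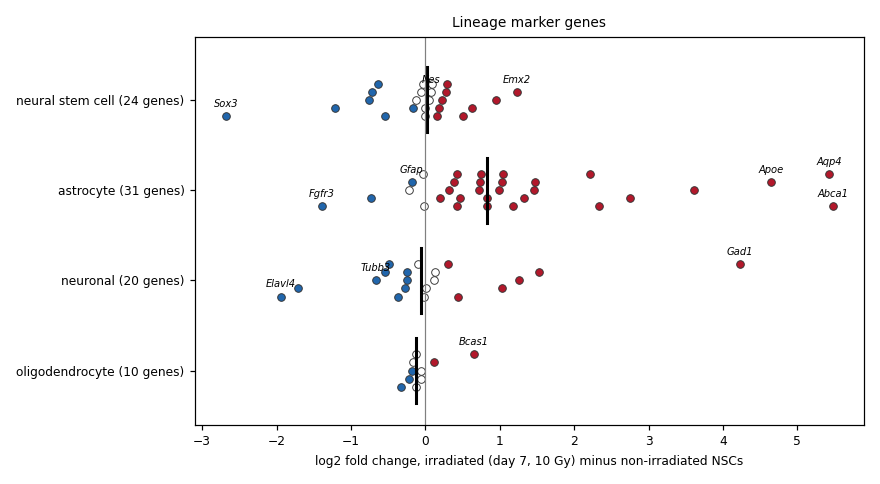
Log2 fold change (irr day 7 minus non-irradiated NSCs, 4 arrays each) of each measured gene of 4 lineage lists. Each point is a gene, filled red (higher) or blue (lower) at an adjusted p under 0.05 from limma and open otherwise; the vertical position within a list only separates points, and the bar is the list's median, 0.83 for astrocytes against 0.02 for neural stem cells, -0.06 for neurons and -0.13 for oligodendrocytes.

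The mean of the astrocyte genes rose against that of the neural stem cell genes by 1.33 (log2) from non-irradiated to irr arrays (exact permutation test, two-sided, p = 0.029, the smallest that 4 arrays against 4 allow, and the same adjusted over 4 such comparisons). This test takes no account of the spread between genes, so its p does not set the lists apart. Gfap read 0.01 when arrays were centred on reference genes other than B2m, and its call ended without non-irradiated replicate 1 (-0.15) or 2 (-0.16). The paper set its arrays beside published data sets of brain-derived astrocytes and of astrocytes differentiated in culture with serum, and reports that many genes changed alike.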

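Neuronal genes showed no common direction at day 7. Of 35 genes of a neuronal list with a named probe set, 15 stayed below the intensity filter on all 8 arrays. Of the 20 measured, 6 were higher, 9 were lower and 5 did not pass the test, the same as when adjusted over the list alone. The median log2 fold change was -0.06 and the mean 0.12, and the set test pointed down (adjusted p = 0.76, camera in limma). Tubb3, which encodes the tubulin of early neurons, fell by 0.67 (standard error 0.07, adjusted p = 1.3e-05 from limma) and Dcx, which encodes the migration protein doublecortin, fell by 0.27 (standard error 0.07, adjusted p = 7.5e-03 from limma; -0.08 with arrays centred on reference genes other than B2m, where the call ended). Another Dcx probe set past the filter fell by 0.97, to an irr mean below the filter. The RNA-binding protein gene Elavl4 fell by 1.94 (below the filter on all irr arrays) and the neurofilament gene Nefl fell by 1.72. Gad1, an enzyme of GABA synthesis, was at least 3.44-fold higher by 1 of its 2 probe sets, the other staying below the filter, and the growth cone gene Gap43 was 2.87-fold higher. The mean of the astrocyte genes rose against that of the neuronal genes by 1.12 (log2) from non-irradiated to irr arrays (exact permutation test, two-sided, p = 0.029). The spread between genes is not part of this test either. Among oligodendrocyte genes, 2 of 10 were higher, 3 were lower and 5 did not pass the test (median -0.13; adjusted p = 0.55, camera in limma), and Pdgfra, a receptor of their precursors, stayed below the filter.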

The shift toward the expression of astrocytic markers was not associated with augmented expression of neuronal genes (detected either by microarrays or quantitative real-time PCR), even at later time points post-irr (Figure S2F). This phenotype of DNA-damage-induced differentiation became increasingly robust over time to include 14 days post-irr the expression of *S100β* (Figures S2F and S2G), a marker of more mature astrocytes (Raponi et al., 2007). Importantly, NSCs were still tripotent shortly after irr, as they could efficiently produce TUJ1-positive neurons under appropriate differentiation conditions (Figure S2H).

### DNA Damage Leads to Cytokine Secretion and *GFAP* Gene Induction through BMP2 and JAK-STAT Signaling in Senescent NSCs

Interestingly, the efficiency of GFAP induction correlated directly with the initial cell density at the time of irr and inversely with the volume of cell culture medium (Figure 2I), implying a potential role for soluble factors secreted from irr NSCs.

It is generally understood that *GFAP* gene expression during astrocytic differentiation is induced by the synergic action of cytokines of the BMP (BMP2 and 4) and interleukin (IL)-6 families (i.e., LIF), which signal, respectively, through SMAD1-SMAD4 and JAK-STAT (Fukuda et al., 2007; Nakashima et al., 1999). Other IL-6-type cytokines (CNTF, OsM, and CT-1) are also known to signal through LIF receptor (Turnley and Bartlett, 2000). Among the candidate cytokines analyzed (Table S1), we observed that *BMP2*, *BMP4*, *LIF*, and *IL-6* were consistently expressed in irr NSCs at day 7. A short time-course analysis of their expression showed a strong induction of *BMP2* and *LIF* within 8 hr of irr, preceding *GFAP* induction and *SOX2* downregulation, with *BMP4* or *IL-6* being induced only after the *GFAP* increase (Figure 3A).

BMP2 and LIF signal canonically through downstream SMAD1 and STAT3 mediators, respectively (Fukuda et al., 2007; Nakashima et al., 1999). We studied the activation of these pathways in irr NSCs by probing for the phosphorylated (activated) forms of STAT3 and SMAD1. Remarkably, the phospho-STAT3 signal increased and persisted from 8 hr after irr onward, whereas SMAD1, poorly expressed in NSCs, accumulated and became phosphorylated only 3 days post-irr (Figure 3B). Gene Ontology analysis of microarray data suggested activation of JAK-STAT pathway, whereas SMAD cascade profiling showed a very poor induction of canonical downstream genes (Figure S3A).

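Most measured components of the JAK-STAT pathway and most genes known as STAT3 targets were higher in irr NSCs at day 7. Of 31 measured JAK-STAT components, 22 were higher, 8 at least 2-fold, 2 were lower and 7 did not pass the test, with a median log2 fold change of 0.42. Increases included those of the oncostatin M receptor Osmr (2.44, standard error 0.13), the growth hormone receptor Ghr (2.24, standard error 0.08), the feedback inhibitor Socs3 (1.87, standard error 0.07) and Stat6 (1.45, standard error 0.09), where Osmr and Stat6 lay below the filter on all non-irradiated arrays. Against the filter intensity, Osmr and Stat6 were each at least 1.34-fold higher, so a 2-fold change is not shown for them. The same holds for Stat5a (at least 1.81-fold) and Socs2 (both group means below the filter). Il6st, which encodes the receptor subunit gp130 shared by cytokines of the interleukin-6 (IL-6) type, rose by 1.14 (standard error 0.05). Stat3 itself had 0.14 (standard error 0.12, adjusted p = 0.30 from limma), and was called higher with arrays centred on reference genes other than B2m (0.33, adjusted p = 0.028 from limma), with the mean of all probe sets (0.32, adjusted p = 3.1e-04 from limma) and with plain identifiers (0.51, adjusted p = 1.6e-05 from limma). Of 21 STAT3 targets, 17 were higher, 11 at least 2-fold, 2 were lower and 2 did not pass the test (median 1.04; adjusted p = 4.9e-05 from camera in limma, adjusted p = 0.11 with an estimated correlation, which ends the call), among them Lcn2 (at least 2.53-fold), Serpina3n (at least 3.16-fold) and the chemokine Ccl2 (3.81-fold). Of the IL-6-type cytokines, Ctf1 rose by 0.44, and Il6, Osm and Il11 stayed below the intensity filter. Lif, at 0.15, and Clcf1, at -0.12, did not pass the test. Lif was called higher with arrays centred on reference genes other than B2m (0.34), with a replicate block (0.15) and without irr replicate 1 (0.19). Clcf1 was called lower after a further quantile normalization and without non-irradiated replicate 3, at -0.17 each.

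The ligand genes Bmp2 and Bmp4 lay below the filter on all non-irradiated arrays and were at least 1.48-fold and 1.77-fold higher (adjusted p = 1.3e-08 and adjusted p = 3.9e-07 from limma). Of 21 measured BMP and SMAD components, these included, 13 were higher, 3 at least 2-fold, 3 were lower and 5 did not pass the test (median 0.63), and the receptor Bmpr1b fell by 1.57 to below the filter. Bmp2 and Bmp4 are counted among the 3 by folds from values below the filter, so a 2-fold change is not shown for them. The same holds for Fst by its brightest probe set (at least 1.84-fold), although another Fst probe set rose from a mean of 4.93 to 8.11 (log2). Of 10 BMP-SMAD targets, 7 were higher, 4 at least 2-fold, 2 were lower and 1, Smad7, did not pass the test (median 0.71). Id1 rose by 1.50 (standard error 0.05), Id4 by 1.26 (standard error 0.05) and Atoh8 by 1.14 (standard error 0.06, from a non-irradiated mean at the filter), and Hey1 fell by 1.66 (standard error 0.08). The targets Smad6, Smad9, Msx2, Nog and Dlx3 stayed below the intensity filter.

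**Figure D3:**
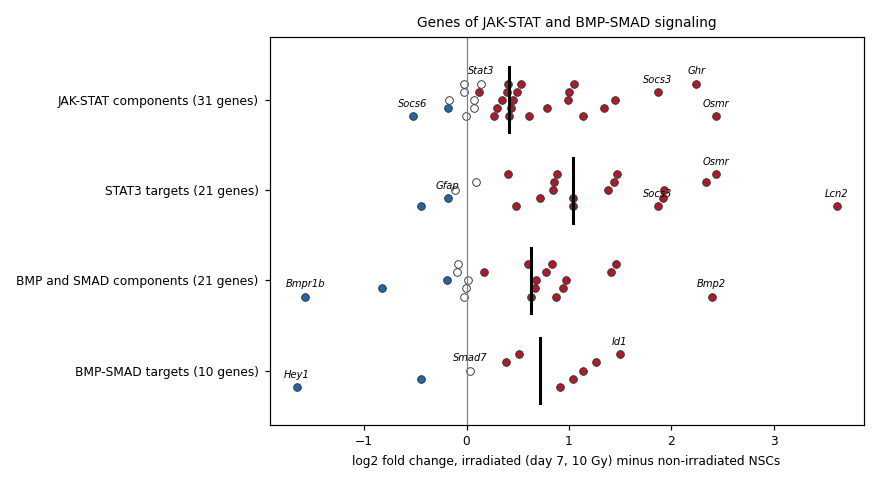
Log2 fold change (irr day 7 minus non-irradiated NSCs, 4 arrays each) of each measured gene of 4 lists of JAK-STAT and BMP-SMAD signaling. Each point is a gene, filled red (higher) or blue (lower) at an adjusted p under 0.05 from limma and open otherwise; the vertical position within a list only separates points, and the bar is the list's median, 1.04 for STAT3 targets and 0.71 for BMP-SMAD targets.

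Each of these counts was equal when adjusted over the list alone. As sets, JAK-STAT components had an adjusted p of 9.7e-04 from camera in limma, BMP and SMAD components 0.048 and BMP-SMAD targets 0.078. With an estimated correlation the call of JAK-STAT components held (adjusted p = 0.027) and that of BMP and SMAD components was lost (adjusted p = 0.11). The mean of the STAT3 targets rose by 0.68 (log2) more than that of the BMP-SMAD targets. That of JAK-STAT components rose by 0.13 more than that of BMP and SMAD components (exact permutation test, two-sided, p = 0.029 each). The median of BMP and SMAD components was nevertheless the higher, 0.63 against 0.42. This p rests on the spread between arrays and not between genes, so it cannot decide whether 1 pathway changed more than the other. The plain identifiers leave a second Stat3 probe set, and 1 of the 3 Il6st probe sets past the filter read -0.22. The call of BMP and SMAD components also ended without irr replicate 1 (median 0.57) or 2 (0.64) or non-irradiated replicate 1 (0.63) or 3 (0.64).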

Next, we probed these signaling pathways using a set of specific inhibitors. The polypeptide Noggin prevents BMP2/4 signaling through the BMPR1a receptor (Lim et al., 2000). Noggin treatment of NSCs after irr prevented *GFAP* upregulation, despite robust induction of *BMP2*; a similar effect was observed upon suppression of JAK-STAT signaling with a pharmacological pan-JAK-kinase inhibitor (JAKi; Figure 3C and Figure S3B). Moreover, the use of a small-molecule inhibitor of BMPR1a kinase activity (BMPR1i) as well as JAKi both abolished GFAP induction, separately and in combination (Figure 3D). Interestingly, irr NSCs still showed STAT3 phosphorylation when BMP2/4 signaling was suppressed, and phospho-SMAD signal was detectable when JAKi was applied; this was nevertheless not sufficient to trigger GFAP induction (Figures 3D and S3B). Suppression of glial differentiation by JAKi in irr NSCs did not result in the expression of neuronal genes (Figure S3C).

Remarkably, these inhibitors did not restore the expression of self-renewal genes (Figure 3C) or that of proliferation markers (Figure S3C), or the DNA replication activity in irr NSCs (Figure 3E). Instead, cells retained the expression of cellular senescence markers (Figures 3F and S3D), thus ruling out the possibility of cellular quiescence, reported elsewhere as associated with GFAP upregulation and controlled by BMP2/4 (Mira et al., 2010; Sun et al., 2011). Consistent with the ablation of DDR-suppressing astrocytic differentiation (Schneider et al., 2012), we detected a higher residual DDR activity in JAKi-treated irr cells compared to DMSO-treated irr cells (Figures S3E and S3F).

Next, we collected conditioned medium (CM) from non-irr and irr cells and tested its effect on non-irr NSCs (Figure 3G). Strikingly, CM from irr cells, unlike that from non-irr cells, was sufficient to induce robust STAT3 phosphorylation and GFAP induction in non-irr cells Importantly, this effect was suppressed by supplementing the CM with the JAKi prior to application (Figure 3G). Thus, growth factors secreted by irr NSCs mediate their astrocytic differentiation by activating the JAK-STAT signaling pathway.

### GFAP Induction and Astrocytic Differentiation Rely on Noncanonical BMP2 Signaling through JAK-STAT

NSCs upregulated *BMP2* as well as *LIF* immediately after irr (Figure 3A); however, only *BMP2* expression remained stable even 1 month after irr (Figure S2G). To investigate the individual roles of these two cytokines, we treated non-irr NSCs with either BMP2 or LIF in the presence or absence of JAKi. LIF has been reported to stimulate GFAP expression by upregulating BMP2 (Fukuda et al., 2007). Predictably, LIF activated JAK-STAT signaling and induced GFAP; both events were prevented by JAKi (Figure 4A). Surprisingly, BMP2 not only proved a more potent GFAP inducer than LIF, that alone was sufficient to activate JAK-STAT signaling, both effects also were fully abolished by JAKi (Figure 4A). Importantly, BMP2 treatment did not stimulate transcriptional induction of *LIF* (Figure 4B). Moreover, whereas BMP2 exposure resulted in astrocyte-typical morphology change in NSCs and profound GFAP upregulation, such effects were much less pronounced in LIF-treated and completely absent in IL-6-treated NSCs (Figure 4C). At 20 ng/ml, about 25% of LIF-treated NSCs and nearly all IL-6-treated cells were Nestin positive, whereas virtually all BMP2-exposed cells ceased expressing Nestin (Figure 4D). IL-6 reduced Nestin only at very high concentrations (100 ng/ml).

Finally, we took advantage of wild-type and isogenic *BMP2*-knockout murine ES cells to derive NSCs through established methods (Conti et al., 2005; Ying et al., 2003). Although irr wild-type NSCs downregulated stem cell markers *Nestin*, *SOX2*, and *PAX6* and upregulated *GFAP*, we could not detect any *GFAP* gene expression even by sensitive quantitative real-time PCR techniques in irr *BMP2*^*−/−*^ cells, despite downregulated stem cell markers (Figure 4E). Interestingly, *BMP4* was also undetectable in *BMP2*^*−/−*^ cells (Figure 4E), indicating that its expression is controlled by BMP2, as previously suggested (Castranio and Mishina, 2009). Yet irr *BMP2*^*−/−*^ NSCs proved to be fully proficient in inducing *GFAP* when exposed to recombinant BMP2 (Figure 4F).

Thus, BMP2 can signal noncanonically through JAK-STAT and induce *GFAP* expression independently from LIF or other IL-6-type cytokines.

### DNA-Damage-Induced Differentiation Requires ATM and Is Opposed by p53

Previous studies established a mechanistic link between the DNA-damage-induced permanent proliferative arrest and cytokine secretion, described as senescence-associated secretory phenotype or SASP, as secretion of IL-6/8 requires ATM and is opposed by p53 (Coppé et al., 2008; Rodier et al., 2009). We investigated these molecular pathways in the context of DNA-damage-induced differentiation. First, we employed a previously characterized strain of *ATM*^*−/−*^ ES cells to generate *ATM*^*−/−*^ NSCs. Upon irr, both wild-type and *ATM*^*−/−*^ NSCs arrested proliferation (Figure S4A) and downregulated stem cell markers *Nestin*, *SOX2*, and *PAX6*, but *ATM*^*−/−*^ cells were less efficient in increasing *BMP2* and *GFAP* levels (Figures 5A and 5B).

p53 is a central downstream effector of the DDR cascade (Jackson and Bartek, 2009) and has been reported to regulate self-renewal and proliferation in NSCs (Meletis et al., 2006) and suppress SASP (Coppé et al., 2008). We used p53-deficient ES cells to derive *p53*^*−/−*^ NSCs. When irradiated, these cells exited the cell cycle (Figure S4B) and underwent irr-induced glial differentiation even more readily than isogenic wild-type cells, as suggested by a significantly stronger induction of GFAP (Figures 5C, 5D, and S4C). We next asked whether this was the consequence of stronger cytokine secretion: we irradiated p53-deficient and isogenic wild-type cells and transferred CM from irr *p53*^*−/−*^ cells onto irr isogenic wild-type NSCs. We observed a much stronger induction of phospho-STAT3 and GFAP in CM-treated irr wild-type NSCs than in CM-untreated cells (Figure 5F).

### DNA Damage In Vivo Leads to Astrocytic Differentiation of NSCs in the SVZ

NSCs used in this study so far were derived from ES cells and resemble more closely embryonal radial glia than type B cells residing in adult brain (Conti et al., 2005; Doetsch, 2003; Pollard et al., 2006). Thus, we next employed cell lines derived from adult mouse forebrain (Conti et al., 2005; Pollard et al., 2006). Consistent with our results with ES-derived NSCs, nearly all adult NSCs entered cellular senescence upon irr (Figures S5A and S5B). Compared to ES cell-derived NSCs, these cells also displayed a striking increase in GFAP expression upon irr (Figures 6A and S5C), likely reflecting the more primed state of the *GFAP* promoter (Doetsch, 2003). Astroglial differentiation of adult NSCs was also demonstrated by upregulation of *S100β* mRNA and protein (Figures 6B and 6C) and a strong reduction of Nestin protein and mRNA, as well as other stem cell markers (SOX2, SOX9, PAX6) and DDR genes (*ATM*, *CHK2*) (Figures 6A–6C).

Next, we extended our study to living animals and took advantage of a mouse strain in which NSCs can be labeled in vivo noninvasively and permanently (Favaro et al., 2009). These mice express *Cre* endonuclease fused to estrogen receptor (ERT2), under a *SOX2* 5′ telencephalic enhancer/promoter. The animals were crossed with a strain carrying R26-eYFP-fLox-STOP transgene (Srinivas et al., 2001). In this way, treatment with tamoxifen allowed permanent labeling of *SOX2-*expressing cells with YFP, which is retained independently of *SOX2* expression afterward.

We exposed mice with in-vivo-labeled SOX2-expressing NSCs to cranial irradiation with 10 Gy (or mock irradiation), sacrificed them on day 3 after irr, and analyzed their brains by immunofluorescence and confocal microscopy. In mock-irradiated (non-irr) animals, YFP-positive cells in the SVZ rarely expressed detectable GFAP or S100β (Figures 6D and S5D). Strikingly, in irr brains, YFP-expressing cells were often positive for both GFAP and S100β as detected by triple immunofluorescence, indicating astrocytic differentiation of SOX2-expressing cells in SVZ within 3 days after irr (Figures 6E and S5E). Importantly, as an internal control, immunostaining for YFP showed similar intensities in both irr and non-irr brains.

Because the astrocyte markers GFAP and S100β are both detectable in the cytoplasm, we could calculate the ratio with which the cytoplasmatic YFP signal overlapped quantitatively with those, in experimental animal triplicates. Quiescent radial glia in the SVZ (type B cells) express GFAP (Bonfanti and Peretto, 2007), and indeed we detected some overlap of YFP and GFAP signals in non-irr brains (∼20%). Moreover, due to prolonged tamoxifen treatment (10 days), a degree of homeostatic astroglial differentiation of previously labeled NSCs was expected. Nevertheless, in irr brains at day 3 we measured a statistically significant ∼2-fold increase in the overlap of YFP signal with GFAP signal as well as with S100β signal, when compared to non-irr controls (Figure 6F).

### DNA Damage in Glioblastoma Stem Cells In Vitro and in Mouse Glioblastoma Model In Vivo Leads to Astrocytic Differentiation and Loss of Tumorigenic Potential

Finally, we extended our study to brain cancer cells, which share key functional characteristics with untransformed NSCs, such as self-renewal and the gene expression signature (Nicolis, 2007). We exposed to 10 Gy irr a murine glioblastoma (GBM) cancer stem cell line (GL261-CSC), which carries point mutations in *K-Ras* and *p53* (Szatmári et al., 2006), expresses Nestin but not GFAP, and can be grown as adherent cultures as well as tumorspheres (Pellegatta et al., 2006). Here also, irradiation triggered downregulation of Nestin and induction of GFAP, both in tumorspheres and in adherent cells (Figures 7A, 7B, S6A, and S6B). Although the clonal frequency of non-irr GBM cells was 25%, after irr it dropped to only 1.5% of the total number of cells plated (Figure 7C). Correspondingly, key proliferation genes were downregulated in irr GBM cells (Figure S6C).

GL261-CSCs are widely used to simulate human GBMs and initiate aggressive and lethal brain tumors in rodent assays (Jacobs et al., 2011). We tested the in vivo tumorigenicity of irr versus non-irr GBM cells by grafting them into mouse brains. Three days after in vitro irr of GBM cells, ten animals each were injected into the nucleus caudatum with 10^3^, 10^4^, or 10^5^ irr GL261-CSC or with equal numbers of non-irr cells. Non-irr GBM cells formed aggressive tumors and proved lethal to all host animals in about 20–40 days (Figure S6D; Table S2). By contrast, when 10^3^ irr GBM cells were injected, no tumor-induced mortality was observed during the entire observation period of 100 days, whereas 10^4^ or 10^5^ injected irr cells led to markedly reduced mortality (Figure S6D; Table S3).

Finally, we probed DNA-damage-induced differentiation in murine glioblastoma in vivo by injecting 10^5^ non-irr GL261-GLS and 10 days later exposing the glioma-bearing mice to focused cranial irradiation of 10 Gy. Radiation therapy led to a significant increase in survival as compared to mock-irradiated glioma-bearing mice (Figure 7D). We examined irr and non-irr gliomas from mice sacrificed at two time points. Ten days after irr, the tumor mass was small and localized near the injection site with necrotic areas, whereas the non-irr glioma was much larger and infiltrated the contralateral hemisphere, showing high cellularity (Figure S6E). The majority of GBM cells in non-irr tumor reflected their stem cell characteristics by a strong Nestin signal and a low GFAP presence. Upon irr, the majority of GBM cells lost their Nestin expression, whereas a large fraction of GBM cells near central tumor mass strongly upregulated the astrocytic differentiation marker GFAP (Figures 7E and 7F).

Gliomas from mice sacrificed 20 days after irr, however, displayed Nestin-positive cells preferentially located at tumor borders (34.6% ± 9.1% in the periphery and 10.6% ± 1.3% in the center, Figure S6F). Correspondingly, GFAP-positive cells were located in the central tumor mass and not in the periphery (15.6% ± 1.8% center versus 1.2 ± 1.2, periphery; (Figures 7G and S6G), where the tumor did progress. In summary, tumor growth requires a stem-like state of glioblastoma cells, and radiation therapy induces their differentiation and decreases their oncogenic potential.

## Discussion

This study demonstrates that DNA damage in NSCs leads to cellular senescence, depriving them of their self-renewal potential and promoting astrocytic differentiation. This process is niche independent; i.e., it occurs even under self-renewal-promoting culture conditions and relies on the cell-autologous DNA-damage-induced secretion of soluble factors. Our results also highlight a noncanonical BMP2 signaling pathway through JAK-STAT, which is responsible for promoting astrocytic differentiation of senescent cells. Moreover, our conclusions apply both in vitro and in vivo, including adult brain NSCs and GBM stem cells.

Terminal differentiation of stem and progenitor cells is defined by an irreversible cell-cycle arrest, loss of expression of stem/progenitor cell markers, and upregulation of differentiation-associated genes. We observed this in both ES-derived and adult forebrain NSCs after irr. Moreover, we also observed loss of DDR signaling and DDR gene expression in irr NSCs, which is consistent with their differentiation toward the astrocytic lineage (Schneider et al., 2012). The differentiation bias of irr NSCs toward astrocytes may be explained by their glial nature (Doetsch, 2003). Indeed, NSCs sustaining mitochondrial DNA damage were reported to be more prone to astroglial fate when stimulated to differentiate (Wang et al., 2011).

In our model, DNA damage forces cells into cellular senescence, whereas ATM-dependent and p53-antagonized cytokine secretion activates BMP2/JAK-STAT signaling and stimulates the differentiation process in a progressive feed-forward manner. This senescent state is very different from the GFAP-associated quiescence described elsewhere (Mira et al., 2010; Sun et al., 2011), because quiescent NSCs are characterized by retention of their self-renewal profile. Moreover, this NSC-specific cellular senescence takes place in the absence of persistent DDR signaling, which is commonly required for senescence maintenance in non-stem cell types (d’Adda di Fagagna, 2008; Jackson and Bartek, 2009). Hence, these cellular senescence and ablation of self-renewal are likely to involve epigenetic mechanisms that persist after initial DNA-damage-induced cues.

Telomere-attrition-induced DNA damage in hematopoietic stem cells activates STAT3 and, in turn, BATF in a G-CSF-dependent manner, leading to their differentiation (Wang et al., 2012). Although our microarray data do not indicate this particular signaling activity in irr NSCs, STAT3 seems an important differentiation pathway as suggested by this and other studies (Fukuda et al., 2007; Lee et al., 2010). 

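On the arrays of NSCs 7 days after irr, Batf, which encodes the transcription factor BATF, was lower by 1.18-fold, with log2 values of 7.10 ± 0.15 (SD, n = 4) in non-irradiated and 6.86 ± 0.02 (SD, n = 4) in irr NSCs (adjusted p = 0.012 from limma). Csf3, the gene of G-CSF, stayed below the intensity filter, at 5.86 ± 0.12 and 5.87 ± 0.16 (SD, n = 4 each), as did its receptor gene Csf3r. Of the 3 measured genes of a list of G-CSF and BATF signaling, Batf was lower and 2 did not pass the test, with a median log2 fold change of 0.06, the same as when adjusted over the list alone. The call of Batf ended, at -0.05, when arrays were centred on reference genes other than B2m, and, at -0.25, without both irr replicates 3 and 4.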

BMP2 and BMP4, which bind to the same receptor BMPR1, were shown to induce differentiation of glioblastoma-initiating cells (Piccirillo et al., 2006). In the nervous system, BMP2/4 is thought to act in concert with LIF (or another relevant IL-6 family member like CNTF), signaling through SMAD1 and JAK2-STAT3, respectively, to induce GFAP (Fukuda et al., 2007; Nakashima et al., 1999). Others have suggested that BMP2/4 may directly activate STAT3 signaling (Jeanpierre et al., 2008), and BMP4 alone was reported to induce GFAP (Obayashi et al., 2009). Our study provides evidence that BMP2 can activate JAK-STAT signaling and induce GFAP independently of LIF, whereas still requiring binding to its receptor and stimulating its kinase activity.

We also demonstrate here that radiation therapy forces GBM cells to lose self-renewal and commit to terminal differentiation. Whether tumor progression and mortality are caused by the escape of some GBM cells from irr-induced differentiation and the ensuing expansion of clones retaining stem cell properties remains to be defined. Future therapeutic strategies might combine radiation therapy and treatment with differentiation-promoting cytokines to ensure the permanent ablation of self-renewal in GBM.

Previous studies have indicated that NSCs in irradiated rodent brain activate cell-cycle checkpoints and lose their neurogenic capacity (Acharya et al., 2010; Monje et al., 2002). Other reports extended the concept of DNA-damage-induced differentiation to other types of somatic stem cells in vivo, such as hair bulge melanocyte stem cells (Inomata et al., 2009) and hematopoietic stem cells (Wang et al., 2012). Together with our findings, these convergent lines of evidence suggest that DNA-damage-induced differentiation may have been selected during evolution to disarm the oncogenic potential of damaged stem cells without the side effects associated with their physical elimination.

## Experimental Procedures

### ES-Derived Neural Stem Cell Lines

NSC culture and derivation from murine embryonic stem cells (ESCs) of various genetic background, based on protocols established by A. Smith’s laboratory (Conti et al., 2005; Ying et al., 2003) are described in detail in Supplemental Experimental Procedures. Predominantly, NSCs derived from E14Tg2a ES background (Burgold et al., 2008) were used. Gene-deficient ESC lines were used together with isogenic wild-types to derive gene-deficient NSCs and kindly provided as follows: BMP2^−/−^, Trisha Castranio and Yuji Mishina (NIEHS-NIH, USA and U. of Michigan, respectively); ATM^−/−^, Yang Xu (UCSD); and p53^−/−^, Jean-Christophe Marine (VIB, Belgium). References for the original ES cell strains are available in Supplemental Experimental Procedures.

### Cell Treatments

X-ray irradiation of cells was performed in a Faxitron RX-650 device at ∼2 Gy/min for 5 min (total of 10 Gy). Cells were not passaged after irr and medium change was performed on day 1 after irr and then every other day. BrdU was applied at 3.3 μM for 24 hr; JAKi I (Calbiochem) and LDN193189 (BMPR1 inhibitor; Axon Medchem) at 1 μM, with DMSO as control. Recombinant murine Noggin, LIF, IL-6, and human BMP2 (Prospec) were applied at 200 ng/ml (Noggin) and 20 ng/ml (unless stated otherwise). CM supernatants were collected daily, filtered with 0.45 μm filters and supplemented with one-third of fresh medium. In vitro cloning dilution assays on GL261-CSC were performed by dissociation of 10 Gy irr tumorspheres into single cells, plated after serial dilution as 1 cell/well in 96-well plates (n = 10/condition) and scored after 10 days for clonally derived secondary spheres.

### Animal Treatments

For in vivo cell-fate tracing, SOX2-CreERT2 mice (Favaro et al., 2009) were crossed onto R26::loxP-stop-loxP::YFP background (Srinivas et al., 2001), treated with tamoxifen, irradiated with a RADGIL irradiator, sacrificed 3 days later, and processed as described in detail in Supplemental Experimental Procedures.

For in vivo irradiation, C57BL/6N mice received brain injection of 10^5^ GL261 cells, 10 days after tumor implantation mice were cranially irradiated using a 6 MeV Varian linear accelerator at a dose of 10 Gy. The eyes were covered using a protective lead band. Ten animals each were evaluated for survival analysis; two of each group for histological analysis when moribund. Two mice (n = 1/group) were sacrificed 20 days after tumor implantation to evaluate the glioma engraftment.

### Microscopy Analyses

Details of microscopy analyses are provided in Supplemental Experimental Procedures. Cells were fixed and used for senescence assays or stained with primary antibodies for immunofluorescence. Brain sections were treated for immunofluorescence (IF) with 50 mM NH_4_Cl for epitope recovery and permeabilized/blocked with 0.2% Triton X-100 and 1% BSA in PBS. DNA was stained with DAPI (Sigma-Aldrich). For immunohistochemistry (IHC), paraffin-embedded tumor sections were probed and acquired using a Leica MDLB microscope. The percentages of Nestin and GFAP cells were calculated in in triplicate by two observers (F.P. and S.P.), indiscriminately for tumor center and periphery.

### Immunoblotting

Cells were lysed and analyzed by western blotting using primary antibodies as described in detail in Supplemental Experimental Procedures. Membrane equal loading was assessed with probing for α-tubulin or vinculin.

### Gene Expression Analysis

RNA extraction and SYBR-Green-based real-time quantitative PCR gene expression analyses were performed using primers designed with Roche UniversalProbe Library online software against *Mus musculus* as described in detail in Supplemental Experimental Procedures. In all experiments, *β2-microglobulin* (*B2M*) was used as housekeeping gene.

### Microarray Analysis

Irradiation experiments on NSCs were performed in a quadruplicate, four of each control (C1–4), and day 7 post-irr (I1-4) RNA extractions were performed as above. Labeled complementary RNA was hybridized on Affymetrix GeneChip Mouse Genome 430 2.0 Arrays, containing 45,101 probe sets corresponding to over 39,000 transcripts. Analyses and calculations were performed as described in detail in Supplemental Experimental Procedures.

### Flow Cytometry

Cells were stained live in suspension on ice with SSEA-1 antibody (#3063-25 BioVision) and then with Alexa-Fluor-488-labeled secondary antibody (Invitrogen). Cells stained with secondary antibodies only were used as negative controls. Immediately after staining, data were acquired and quantified by fluorescence-activated cell sorting on Becton Dickinson FACScalibur.

## Figures and Tables

**Figure 1:**
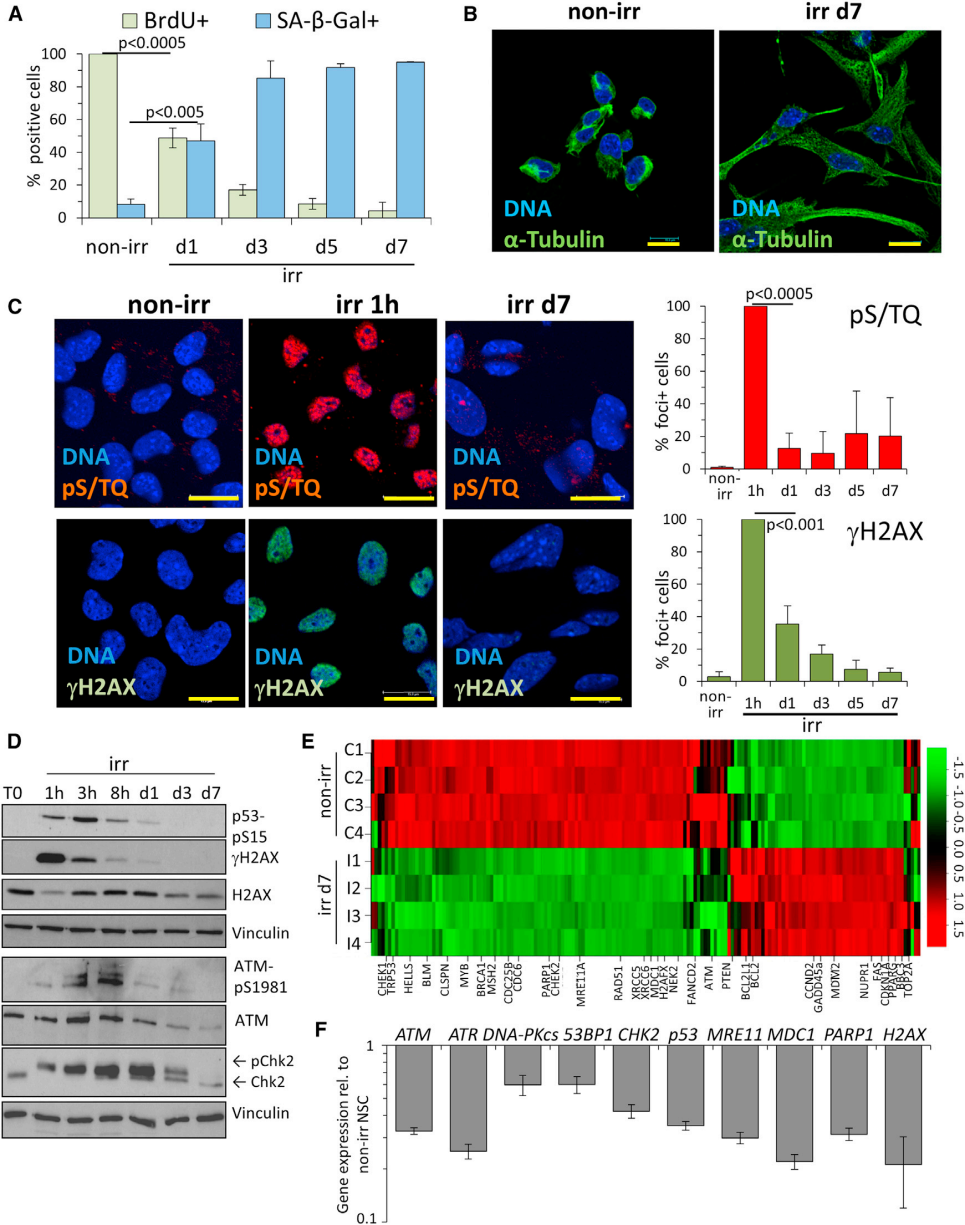
X-Ray Irradiation of NSC Leads to a Senescence-like Cell-Cycle Arrest, Associated with Progressive Downregulation of DDR Signaling (A) Time-course study of DNA replication and cellular senescence in nonirradiated (non-irr) and irradiated NSCs (irr) by wide-field microscopy. BrdU was supplied 24 hr prior to fixation and BrdU-incorporating cells were detected by immunofluorescence (IF). Senescent NSCs were analyzed by senescence-associated β-galactosidase (SA-β-Gal) activity assay and scored as positive for the characteristic blue signal. Error bars show SD. (B) Representative confocal images showing changes in cell morphology in irr NSCs; cytoskeleton was visualized by α-tubulin IF. Bar: 15 μm. (C) One hour after irr, NSCs uniformly display ATM/ATR kinase activity as demonstrated by the detection of foci of the typical phospho-epitope (pS/TQ, upper panel, red) and the phosphorylated histone H2AX (γH2AX, lower panel, green), as analyzed by confocal microscopy of IF stainings. Bar: 15 μm. Quantifications of DDR-positive cells are provided on the right-hand side. (D) Western blot (WB) analysis of DDR signaling in NSCs after irr. DDR activation was detected by autophosporylated ATM (phospho-serine 1981), mobility shift of CHK2, p53 phosphorylation at ATM-dependent site (serine 15), and γH2AX. (E) Microarray analysis and heatmap of DDR and cell-cycle control genes from gene sets obtained from Gene Ontology classes and literature (Jackson and Bartek, 2009). Relevant genes are highlighted. (F) Quantitative real-time PCR analysis of NSCs on day 7 post-irr for the expression of key DDR and DNA repair genes. Error bars show SD. See also Figure S1.

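The names read from the heat map of Figure 1E gave 29 genes with a measured probe set. Of these, 19 were lower in irr NSCs, 17 at least 2-fold, and 10 were higher, 9 at least 2-fold, and each passed an adjusted p under 0.05 from limma. The paper takes the category from Gene Ontology classes and literature, and the counts describe the labelled genes, not the whole category. Among the lower genes were the transcription factor Myb (log2 fold change -2.74, standard error 0.09), the mitotic kinase Nek2 (-2.14, standard error 0.05), the topoisomerase Top2a (-1.82, standard error 0.06), the helicases Hells (-1.75) and Blm (-1.62), and the repair genes Brca1 (-1.58), Fancd2 (-1.53) and Mre11a (-1.26). The higher genes included the stress-induced regulator Nupr1 (4.33, standard error 0.14), the apoptosis gene Bbc3 (2.27, standard error 0.07), the cyclin Ccnd2 (1.79), the nuclear receptor Pparg (1.33), the ubiquitin ligase Mdm2 (1.16) and the apoptosis inhibitors Bcl2l1 (1.05) and Bcl2 (0.90). Myb lay below the filter on all irr arrays, and Nupr1 and Pparg on all non-irradiated arrays, so the sizes of these 3 changes are uncertain. Pparg, counted among the 9, was at least 1.20-fold higher, so a 2-fold change is not shown for it.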

**Figure 2:**
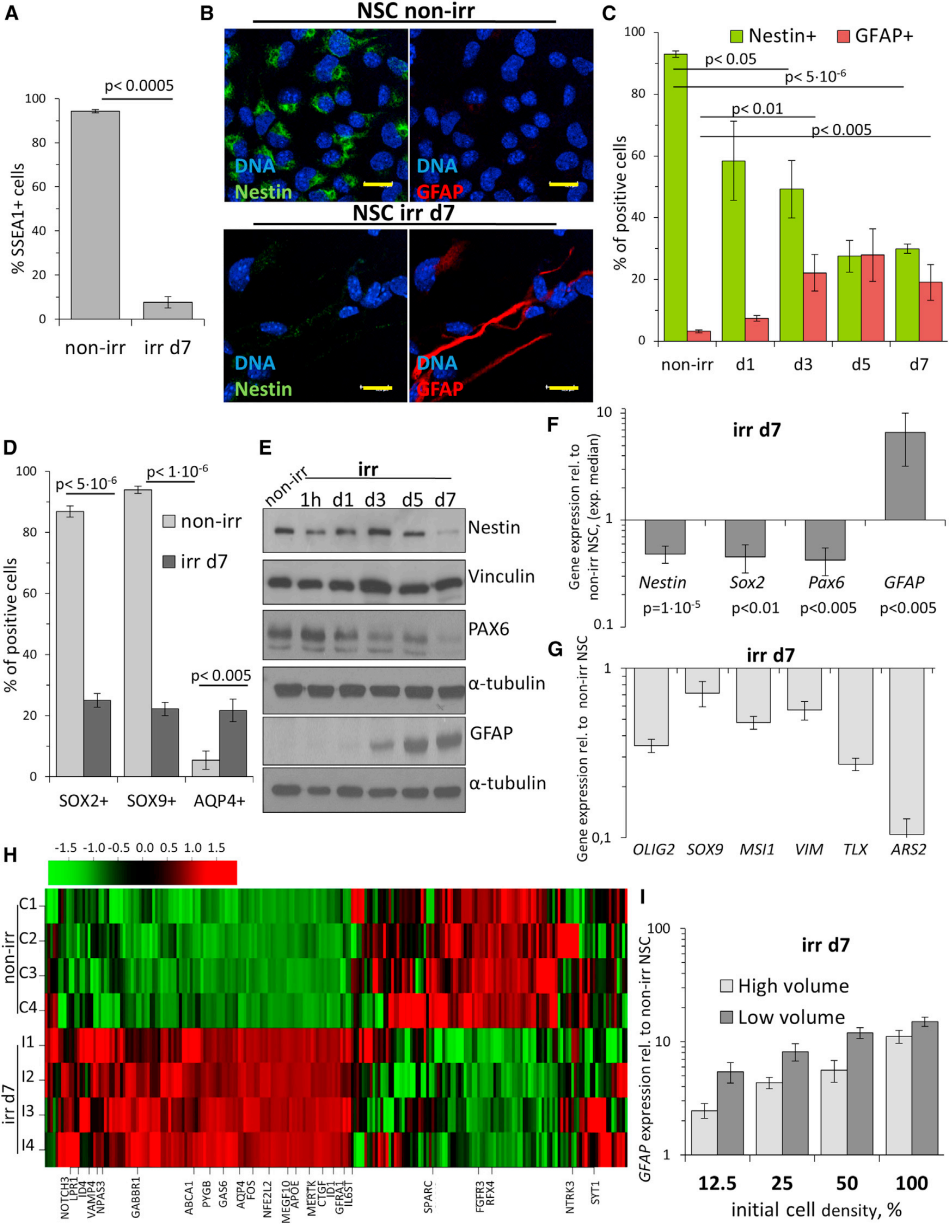
Irradiation Leads to Downregulation of Stem Cell Markers and Differentiation toward the Astrocytic Lineage (A) Quantification of the expression of NSC-typical membrane marker SSEA-1 in non-irr and irr cells at day 7 as detected by immunostaining and flow cytometry. Error bars show SD. (B) Representative confocal images showing the NSC-typical filament Nestin and the astrocyte filament GFAP prior and 7 days after irr, as detected by double IF analysis. Bar: 15 μm (C) Quantification of a time-course study of Nestin and GFAP expression in irr NSCs as detected by IF and wide-field microscopy. Error bars show SEM. (D) Quantification of the nuclear signal of NSC transcription factors SOX2 and SOX9 as well as the expression of astrocyte-typical membrane channel Aquaporin4 (AQP4) in non-irr and irr NSCs as detected by IF and wide-field microscopy. Error bars show SD. (E) WB analysis of stem cell (Nestin, PAX6) and astrocyte (GFAP) relevant protein expression upon irr of NSCs. (F) Median values of six or more experiments, analyzed by quantitative real-time PCR for the expression of NSC markers *Nestin*, *SOX2*, and *PAX6* and the astrocyte marker *GFAP*. Error bars show SEM. (G) Quantitative real-time PCR analysis of NSCs at day 7 post-irr showing downregulation of typical NSC markers: *OLIG2*, *SOX9*, *Musashi1* (*MSI1*), *Vimentin* (*VIM*), *TLX*, and *ARS2*. Error bars show SD. (H) Microarray analysis and heat map of genes reported as upregulated in brain-derived astrocytes and astrocytes produced from NSCs through serum exposure (Cahoy et al., 2008; Obayashi et al., 2009). Relevant astrocyte genes as mentioned in Cahoy et al. (2008) are highlighted. (I) NSCs were irradiated at different cell densities and medium replaced with 1× volume (low) or 2× volume (high). The expression of *GFAP* was analyzed by quantitative real-time PCR. Error bars show SD. See also Figure S2.

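The names read from the heat map of Figure 2H gave 24 genes with a measured probe set. Of these, 22 were higher in irr NSCs, 20 at least 2-fold, and 2 were lower, both at least 2-fold, each at an adjusted p under 0.05 from limma. The paper takes this category from literature, and the counts describe the labelled genes, not the whole category. Besides Abca1, Aqp4 and Apoe, the higher genes included Gfra1, a co-receptor of GDNF (at least 11.4-fold), the lipoprotein receptor Lrp1 (7.57-fold), the matricellular protein gene Ccn2, also named CTGF (7.26-fold), and Mertk, a receptor with which astrocytes take up debris (at least 6.24-fold). The engulfment receptor Megf10 was 2.88-fold and Gas6, a ligand of Mertk, 2.59-fold higher. Ntrk3 was at least 2.30-fold, Syt1 at least 1.61-fold, Notch3 2.65-fold, Sparc 1.72-fold and Vamp4 1.12-fold higher. Syt1 is counted among the 20 by a fold from values below the filter, so a 2-fold change is not shown for it. Besides Fgfr3, the transcription factor gene Rfx4 was lower (log2 fold change -1.79, standard error 0.07).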

**Figure 3:**
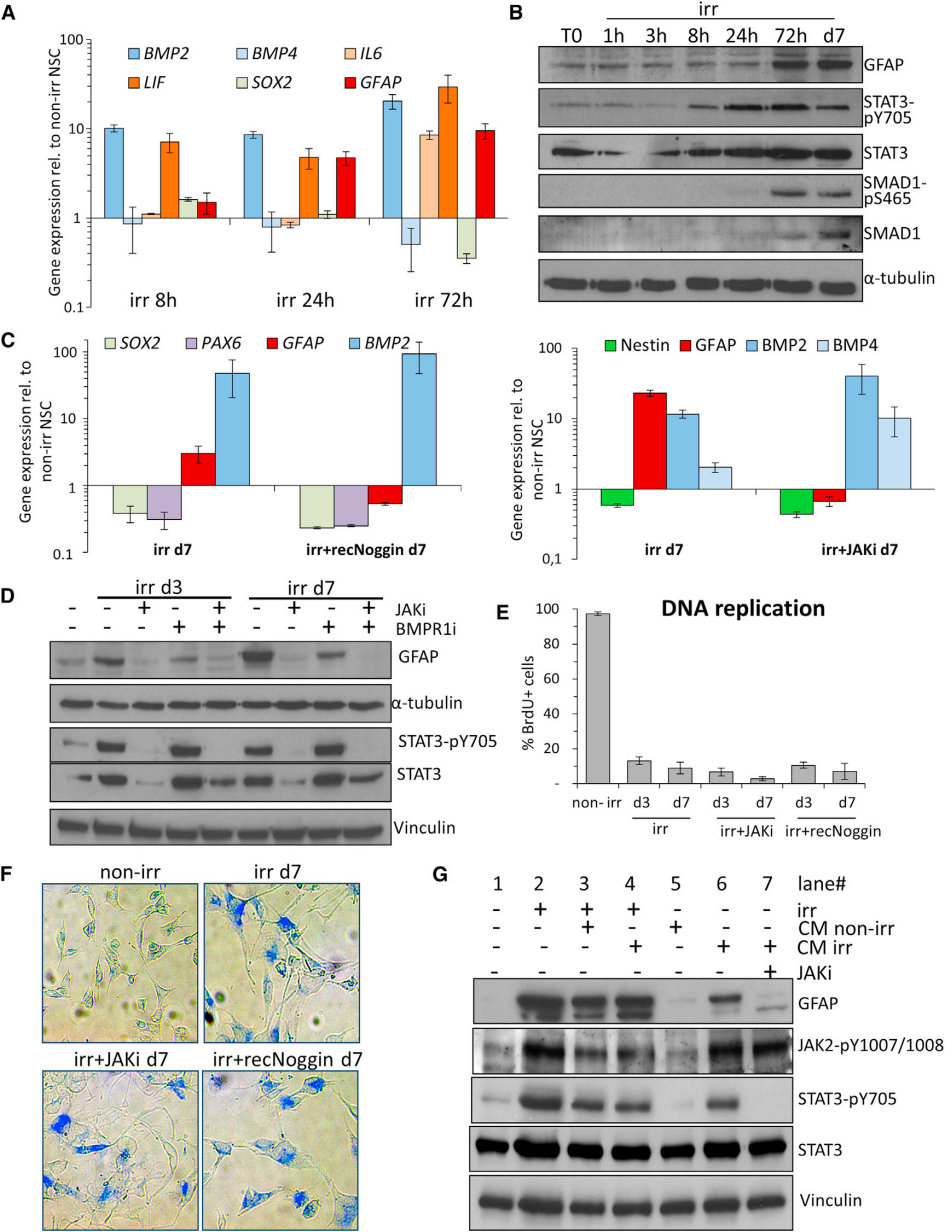
GFAP Induction in Irradiated Senescent NSC Depends on BMP2 and JAK/STAT Signaling (A) Time-course study of the cytokine expression in irr NSCs by quantitative real-time PCR. *SOX2* and *GFAP* expression reflect self-renewal and differentiation, respectively. Error bars show SD. (B) WB analysis of the time course of STAT and SMAD signaling pathway activation in irr NSCs. GFAP signal reflects the onset of differentiation. (C) Quantitative real-time PCR analysis of NSCs on day 7 post-irr. Note that continuous Noggin (left panel) or JAKi (right panel) treatment impaired *GFAP* induction, despite the ongoing expression of *BMP2* and *BMP4*. Error bars show SD. (D) WB analysis of the effects of JAK/STAT signaling inhibition (JAKi) and BMP2/4-receptor inhibition (BMPR1i) on GFAP induction. (E) BrdU incorporation-based assessment of DNA replication in irr NSCs treated continuously with JAKi or Noggin. BrdU was supplied for 24 hr prior to fixation and detected by IF and wide-field microscopy. Error bars show SD. (F) Representative wide-field microscopy images of persistent senescence-associated β-galactosidase activity in irr NSCs continuously treated with JAKi or Noggin, magnification: 20×. (G) WB analysis for the effect of conditioned medium (CM) from irr or not irr NSCs, daily collected for 3 days, and transferred onto separate irr or non-irr NSCs. Lane 7: CM from irr NSCs was supplemented with JAKi. See also Figure S3.

**Figure 4:**
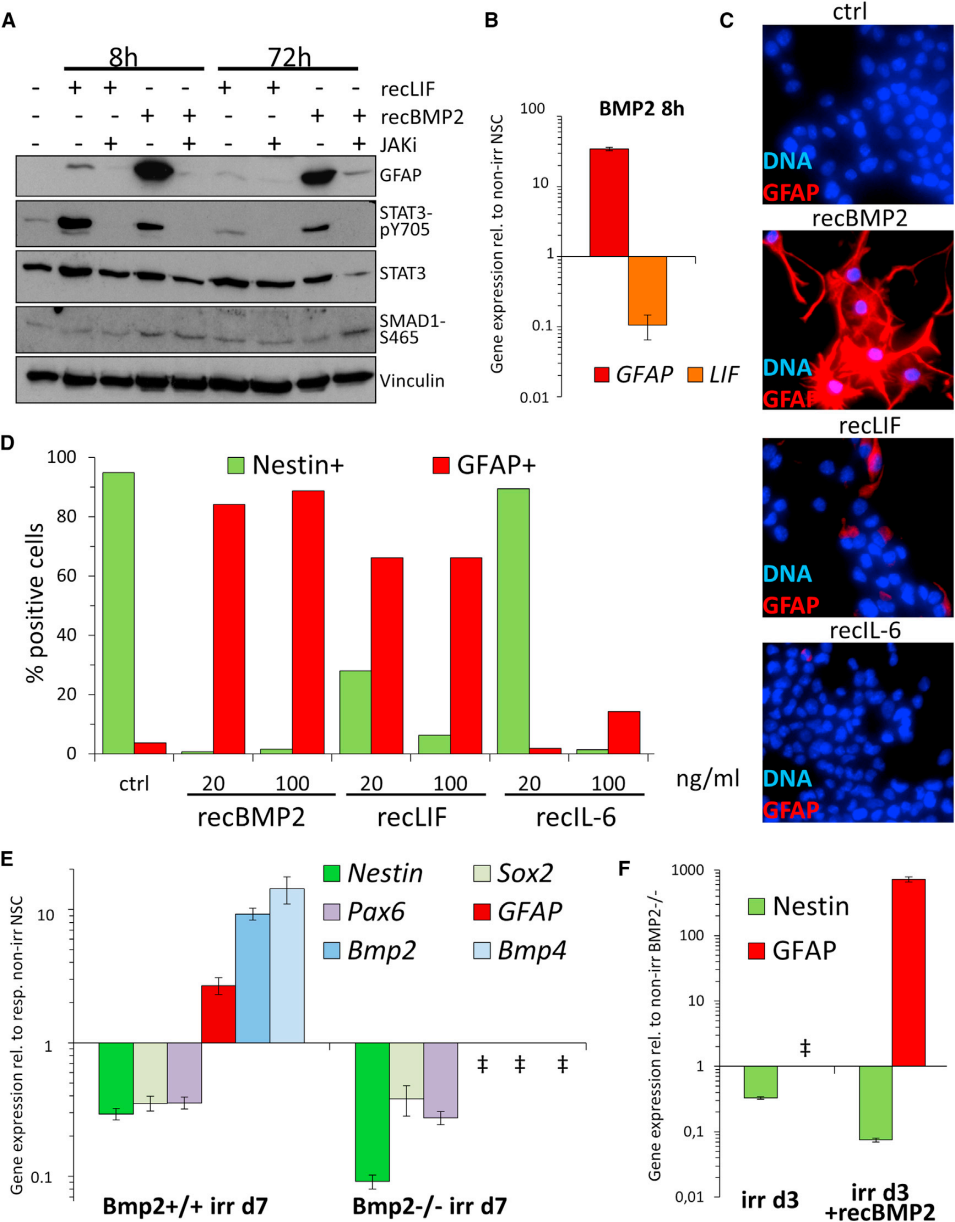
BMP2 Signals Noncanonically through JAK/STAT to Induce GFAP Independently of LIF (A) WB analysis of the effects of the cytokines LIF and BMP2 at 20 ng/ml on GFAP induction and the role of JAK/STAT signaling in non-irr NSCs. (B) Quantitative real-time PCR analysis of *GFAP* and *LIF* expression levels in NSCs exposed for 8 hr to 20 ng/ml recombinant BMP2. Error bars show SD. (C) Representative wide-field microscopy images of the effect recombinant cytokines (20 ng/ml) on NSCs after 6 days. GFAP detected by IF analysis, magnification: 40×. (D) Quantification of Nestin and GFAP-positive cells after cytokine exposure for 6 days at 20 ng/ml or 100 ng/ml. (E) Quantitative real-time PCR analysis of wild-type and isogenic *BMP2*-deficient NSCs for the expression of *BMP2/4*, NSC markers *Nestin*, *SOX2*, *PAX6*, and the astrocyte marker *GFAP*. Error bars show SD. ‡*GFAP*, *BMP2*, and *BMP4* gene expression were not detectable in irr BMP2^−/−^ NSCs. (F) Quantitative real-time PCR analysis of *BMP2*-deficient NSCs for the expression of *Nestin* and *GFAP*. Error bars show SD. ‡As in (E), *GFAP* not detectable.

**Figure 5:**
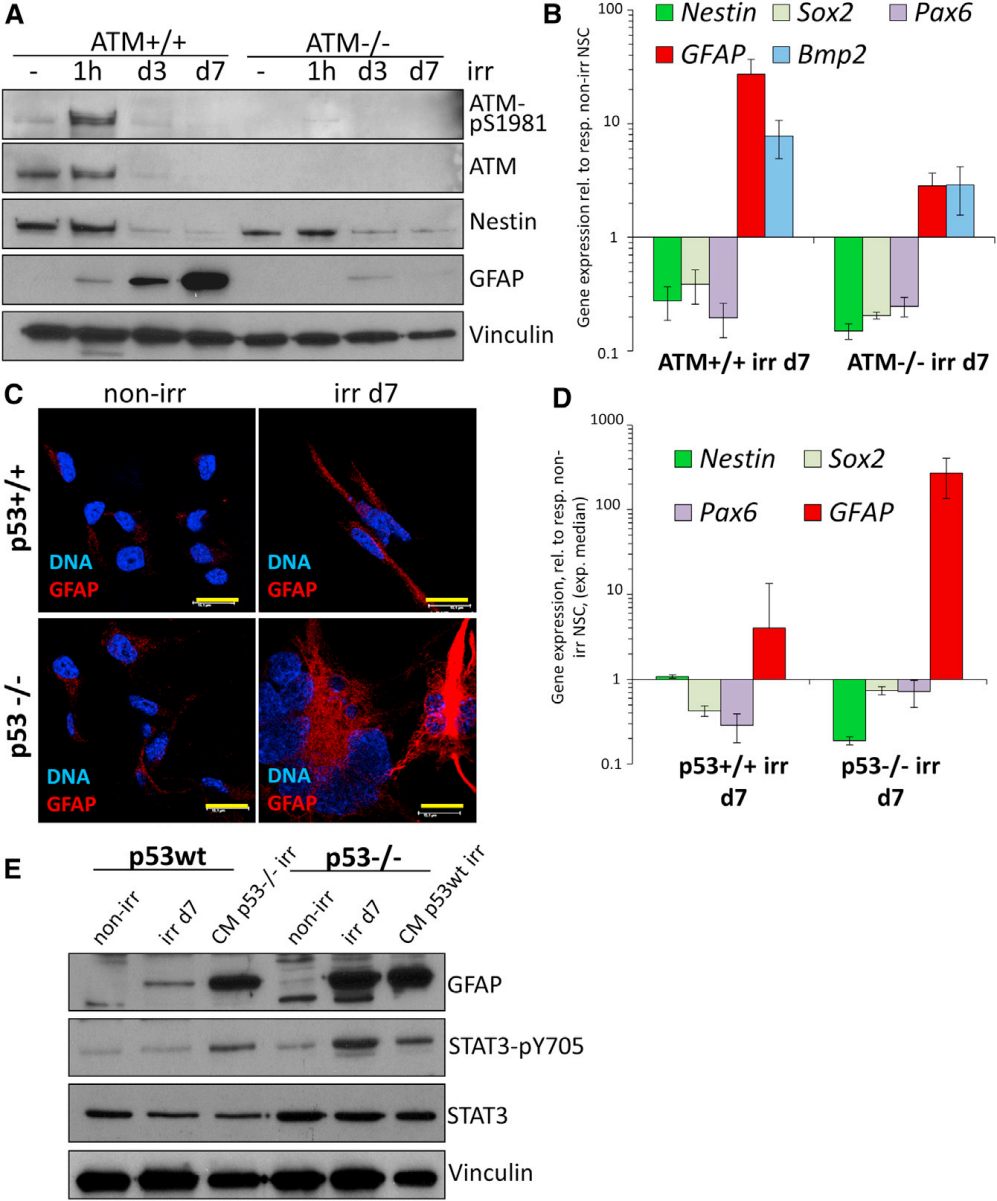
GFAP Induction Is Impaired in ATM-Deficient Irradiated NSCs, whereas p53 Deficiency Promotes DNA-Damage-Induced Differentiation through Increased Cytokine Secretion (A) WB analysis for Nestin and GFAP in irr wild-type and isogenic ATM-deficient NSCs. Membrane was also probed for phospho- and total ATM protein. (B) Quantitative real-time PCR analysis of wild-type and isogenic ATM-deficient NSCs for the expression of *BMP2*, *Nestin*, *SOX2*, *PAX6*, and *GFAP*. Error bars show SD. (C) Representative confocal images of wild-type and isogenic p53^−/−^ NSCs, GFAP detected by IF analysis. Bar: 15 μm. (D) Median values of two or more experiments of wild-type and isogenic p53^−/−^ NSCs, analyzed by quantitative real-time PCR for the expression of *Nestin*, *SOX2*, *PAX6*, and *GFAP*. Error bars show SEM. (E) WB analysis for the effect of conditioned medium (CM) from irr p53^−/−^ NSCs transferred on irr wild-types (promoting STAT3 phosphorylation and GFAP induction) and vice versa. See also Figure S4.

**Figure 6:**
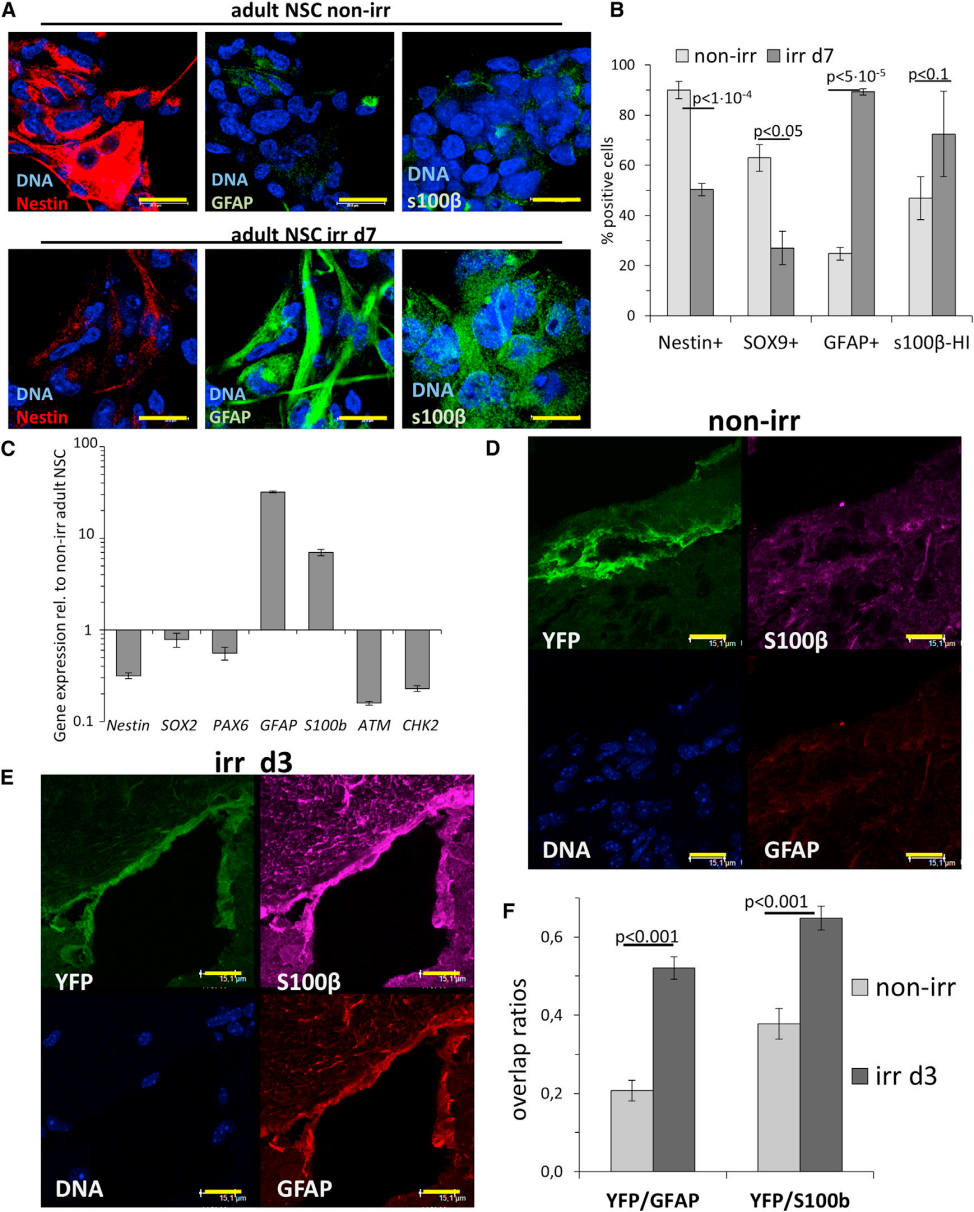
NSCs from Adult Forebrain Undergo Astrocytic Differentiation upon Irradiation In Vitro as Well as in a Mouse Model of Cell-Fate Tracing (A) Representative confocal images of non-irr adult NSCs and cells at day 7 post-irr; Nestin and astrocyte markers GFAP and S100β were detected by IF analysis. Bar: 20 μm. (B) Quantification of adult NSCs at day 7 post-irr for the Nestin and GFAP expression, nuclear SOX9 signal, and the highly S100β-positive cells (s100β-HI) as analyzed by IF and wide-field microscopy. (C) Quantitative real-time PCR analysis of adult NSCs on day 7 post-irr for the expression of self-renewal (*Nestin*, *SOX2*, *PAX6*) and astrocyte markers (*GFAP*, *S100β*), and DDR genes (*ATM*, *CHK2*). Error bars show SD. (D) Mice were treated with tamoxifen to label SOX2 expressing cells, mock irradiated, and sacrificed 3 days later. Brain sections containing the SVZ were stained by triple IF with an anti-YFP antibody in order to detect labeled cells and antibodies against astrocyte markers GFAP and S100β to address differentiation status. A collapsed confocal microscopy z stack for each channel is shown. Bar: 15 μm. The merged collapsed z stack of all channels is provided in Figure S5D. (E) Mice were treated as above, but subjected to cranial irradiation. Brain sections containing the SVZ were analyzed as above. Bar: 15 μm. The merged collapsed z stacks of all channels is provided in Figure S5E. (F) Three non-irr and irr brains each from two irradiation experiments were analyzed to obtain approximately ten confocal z stack series from several physical sections of each brain’s SVZ (<30 z stacks for each condition in total). The colocalization ratio of the YFP signal with astrocyte markers GFAP and S100β was calculated for each layer of the z stack as the Mander’s coefficient of YFP overlap with GFAP or S100β; median values are shown. p values were calculated by Mann-Whitney rank sum test. Error bars: SEM. See also Figure S5.

**Figure 7:**
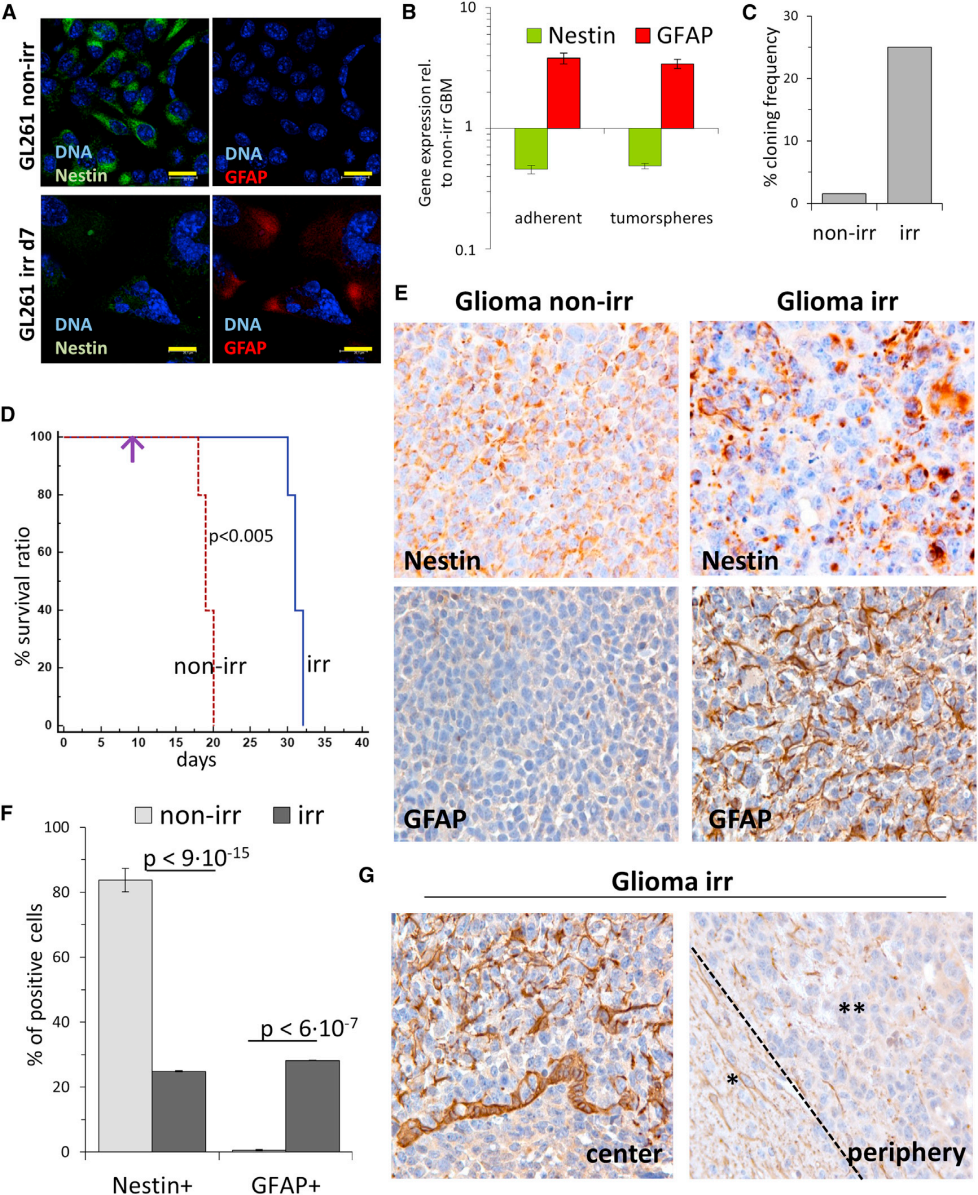
Murine Glioblastoma Stem Cells Undergo Astrocytic Differentiation In Vitro and in a Mouse In Vivo Xenograft Model (A) Representative confocal images of murine GBM cell line GL261-CSC, irradiated in adherent conditions, Nestin and GFAP detected by IF analysis. Bar: 20 μm. (B) Quantitative real-time PCR analysis (TaqMan assay) of GL261-CSC grown in serum-free tumorsphere and adherent cultures on day 3 post-irr for the expression of *Nestin* and *GFAP*. Error bars show SD. (C) In vitro cloning analysis performed by serial dilution in 96-well plates on non-irr and irr GL261-CSC. (D) GBM tumors were induced in mice by injection of 10^5^ GL261 cells. Radiation therapy was applied at day 10 (arrow). Kaplan-Meier curves (five animals each) show significantly prolonged survival of GBM-tumor-bearing mice after cranial irr. (E) Representative immunohistochemistry (IHC) analysis of Nestin and GFAP expression in GBMs from tumor-bearing animals, sacrificed 10 days after radiation therapy. Upper panel: large areas of GBM tumors became negative for Nestin after irr. Lower panel: whereas non-irr GBM are generally GFAP negative, radiation therapy results in a tremendous increase in the GFAP signal. Magnification: 40×. (F) Quantification of Nestin and GFAP-positive cells in the GBM tumor mass of non-irr mice or those subjected to radiation therapy. Two animals were studied for each condition. Error bars show SD. (G) Representative IHC analysis of GFAP expression in irr GBM tumors at day 30 (=day 20 after radiation therapy at day 10). Note that in advanced tumors the differentiation marker GFAP could was prominent only in the central glioma mass (top panel), but not in the expanding tumor periphery (bottom panel; ^∗^healthy tissue, ^∗∗^tumor, separated by dashed line). Magnification: 40×. See also Figure S6.

# Supplementary material for: DNA Damage in Mammalian Neural Stem Cells Leads to Astrocytic Differentiation Mediated by BMP2 Signaling through JAK-STAT
**Source:** Stem Cell Reports. 2013 Jul 25;1(2):123–38. doi: 10.1016/j.stemcr.2013.06.004
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Tables S1–S4

## Stem Cell Reports, Volume 1

### Supplemental Information

#### DNA Damage in Mammalian Neural Stem Cells

#### Leads to Astrocytic Differentiation Mediated

#### by BMP2 Signaling through JAK-STAT

Leonid Schneider, Serena Pellegatta, Rebecca Favaro, Federica Pisati, Paola Roncaglia, Giuseppe Testa, Silvia K. Nicolis, Gaetano Finocchiaro, and Fabrizio d'Adda di Fagagna

### Inventory of Supplemental Information

#### Supplemental Data

**Fig. S1** related to **Fig. 1**: simplified scheme of the DDR signaling cascade, additional data on cell cycle arrest, DDR and DNA repair in irradiated NSC.

**Fig. S2** related to **Fig. 2**: additional data on the nature of astrocytic differentiation in irradiated NSC (also fractioned irradiation).

**Fig. S3** related to **Fig. 3**: additional data on the functional role of BMP2 and JAK-STAT signaling on differentiation and senescence in irradiated NSC

**Fig. S4** related to **Fig. 5**: additional data on the role of ATM and p53 in irradiated NSC

**Fig. S5** related to **Fig. 6**: additional data on irradiated adult NSC *in vitro* and *in vivo*.

**Fig. S6** related to **Fig. 7**: additional data on irradiated glioblastoma cells (GL261-GSC) and tumors *in vitro* and *in vivo*.

## **Supplemental Figure Legends**

## **Supplemental Tables**

**Table S 1:** Effects of candidate JAK-STAT signaling cytokines on the astrocytic differentiation of NSC.

**Table S 2:** Survival ratios of mice after cranial injection of non-irradiated GL261-GCS.

**Table S 3:** Tumor incidence and mortality in mice after cranial injection of irradiated GL261-GCS.

**Table S 4:** Statistics checklist for main and supplemental data

## **Supplemental Experimental Procedures**

## **Supplemental References**

**Figure S1**

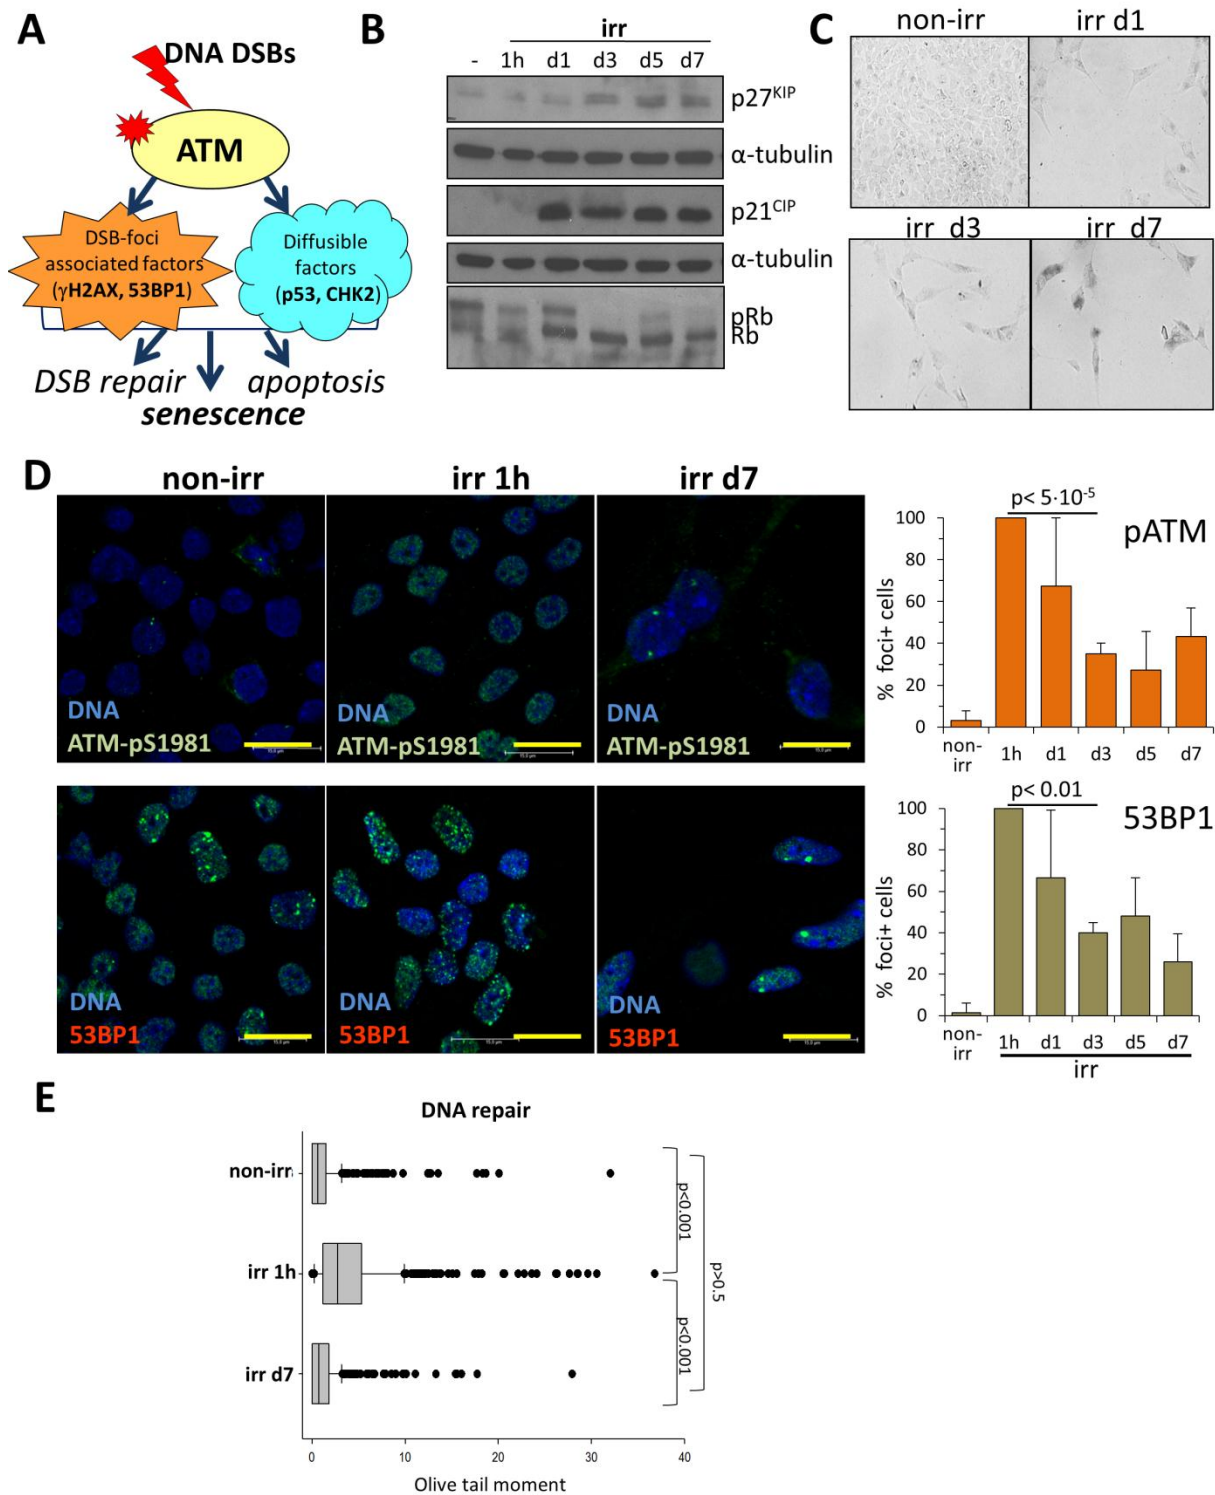

**Figure S2**

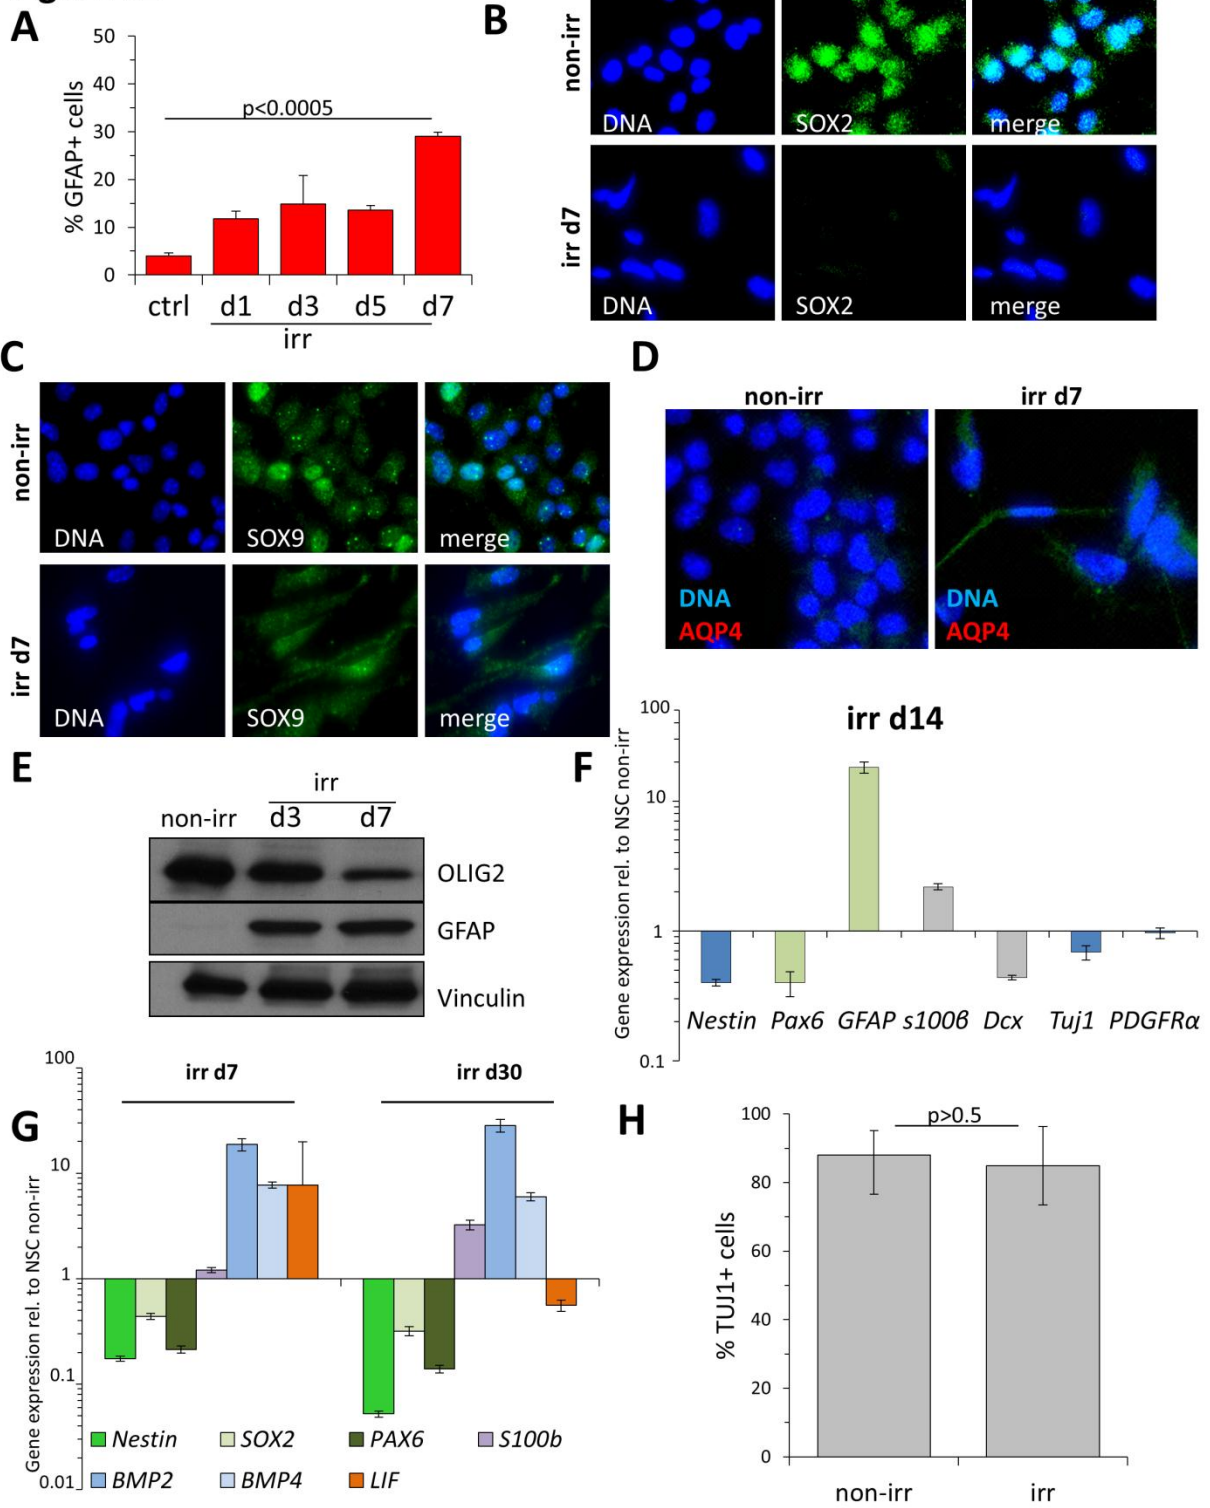

**Figure S3 JAK/STAT cascade**

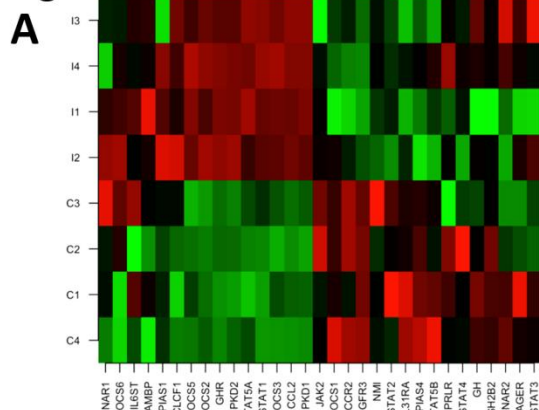

**SMAD cascade**

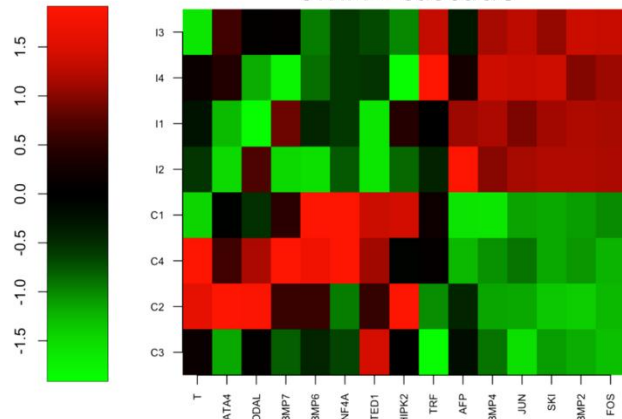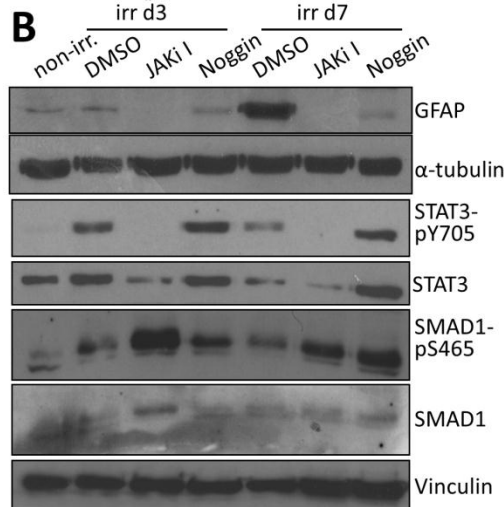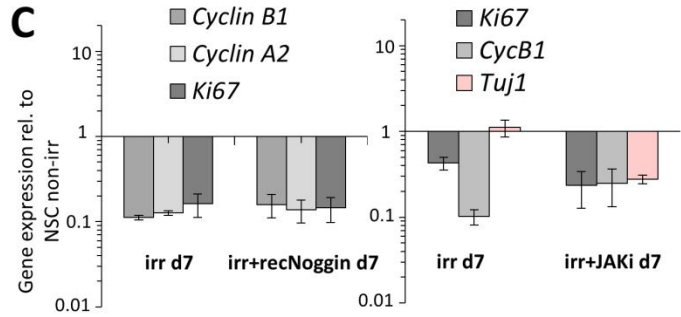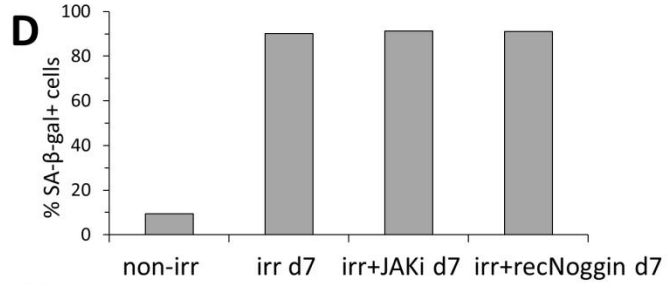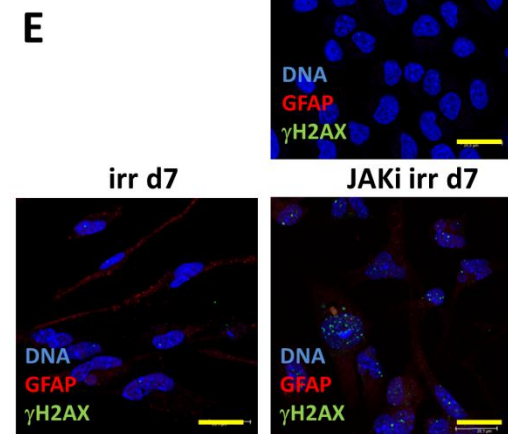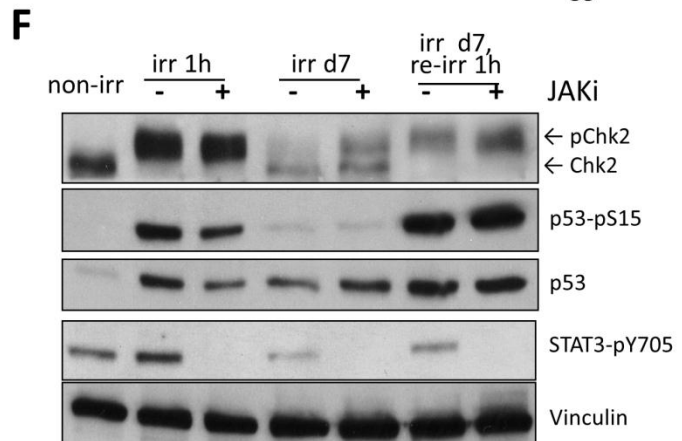

**Figure S4**

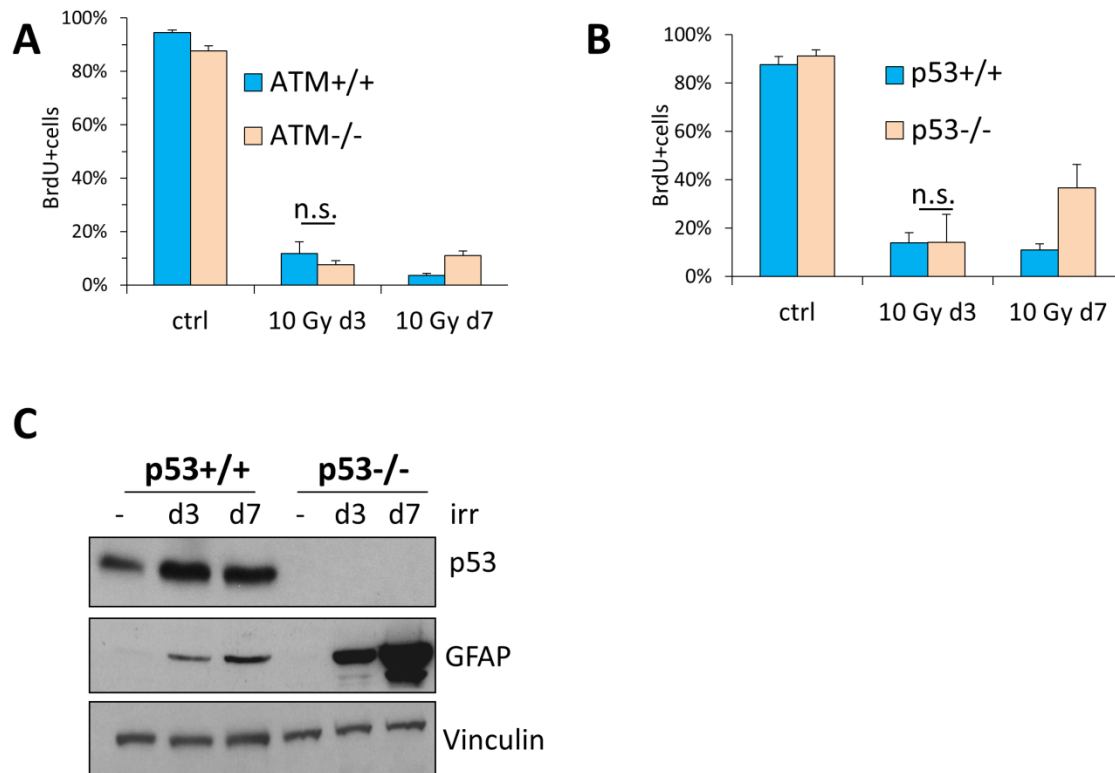

**Figure S5**

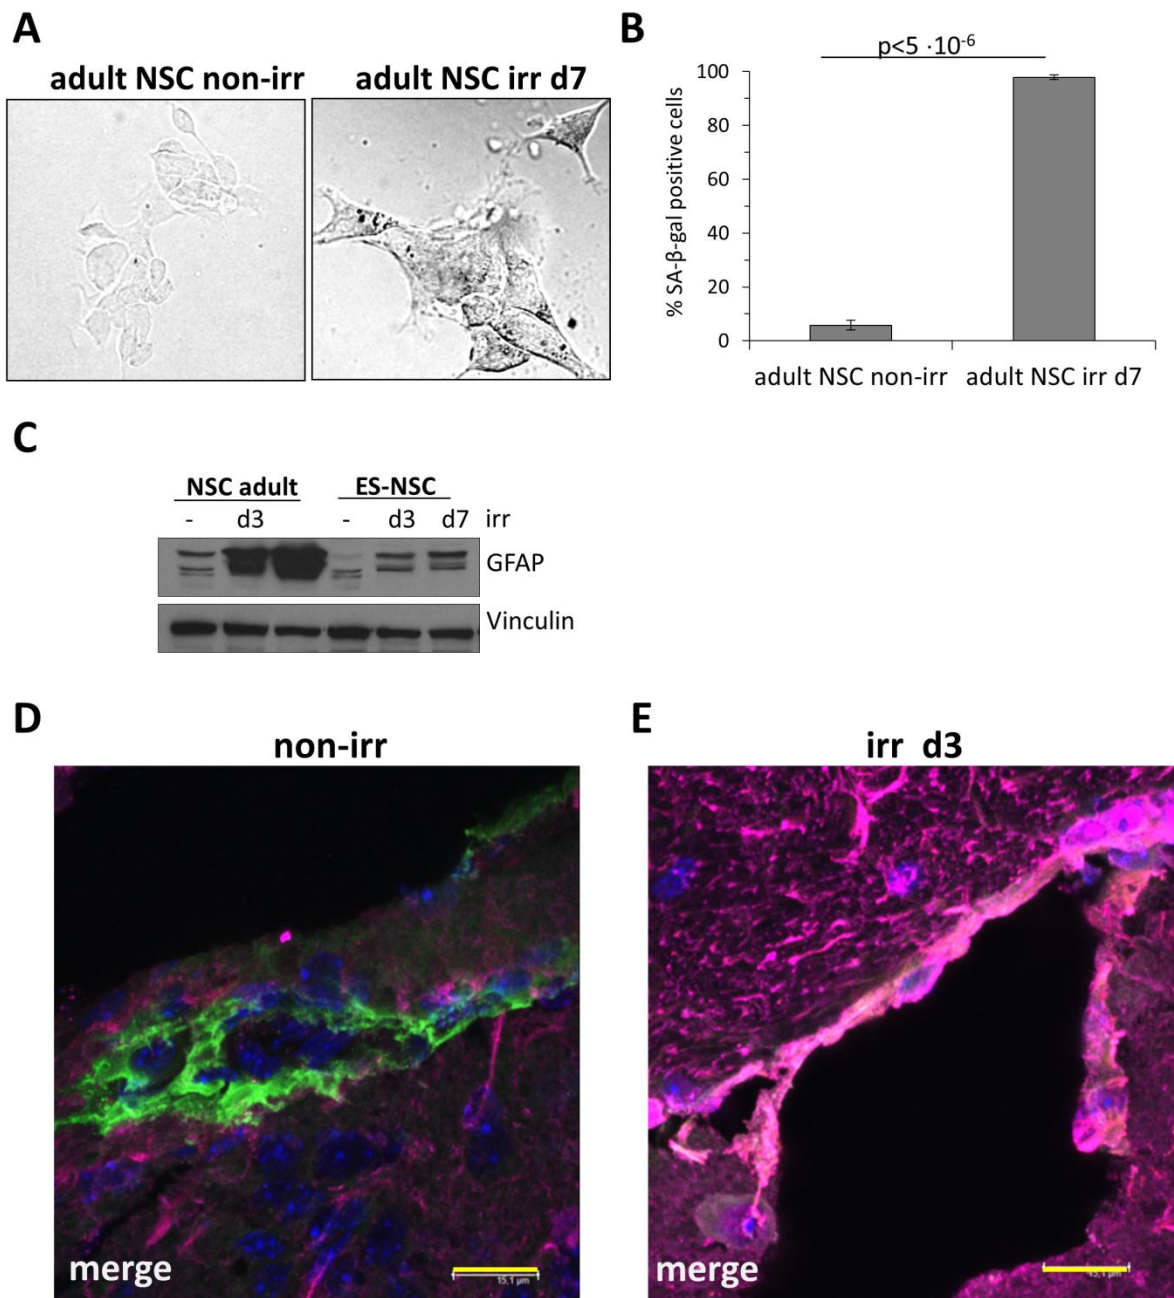

**Figure S6**

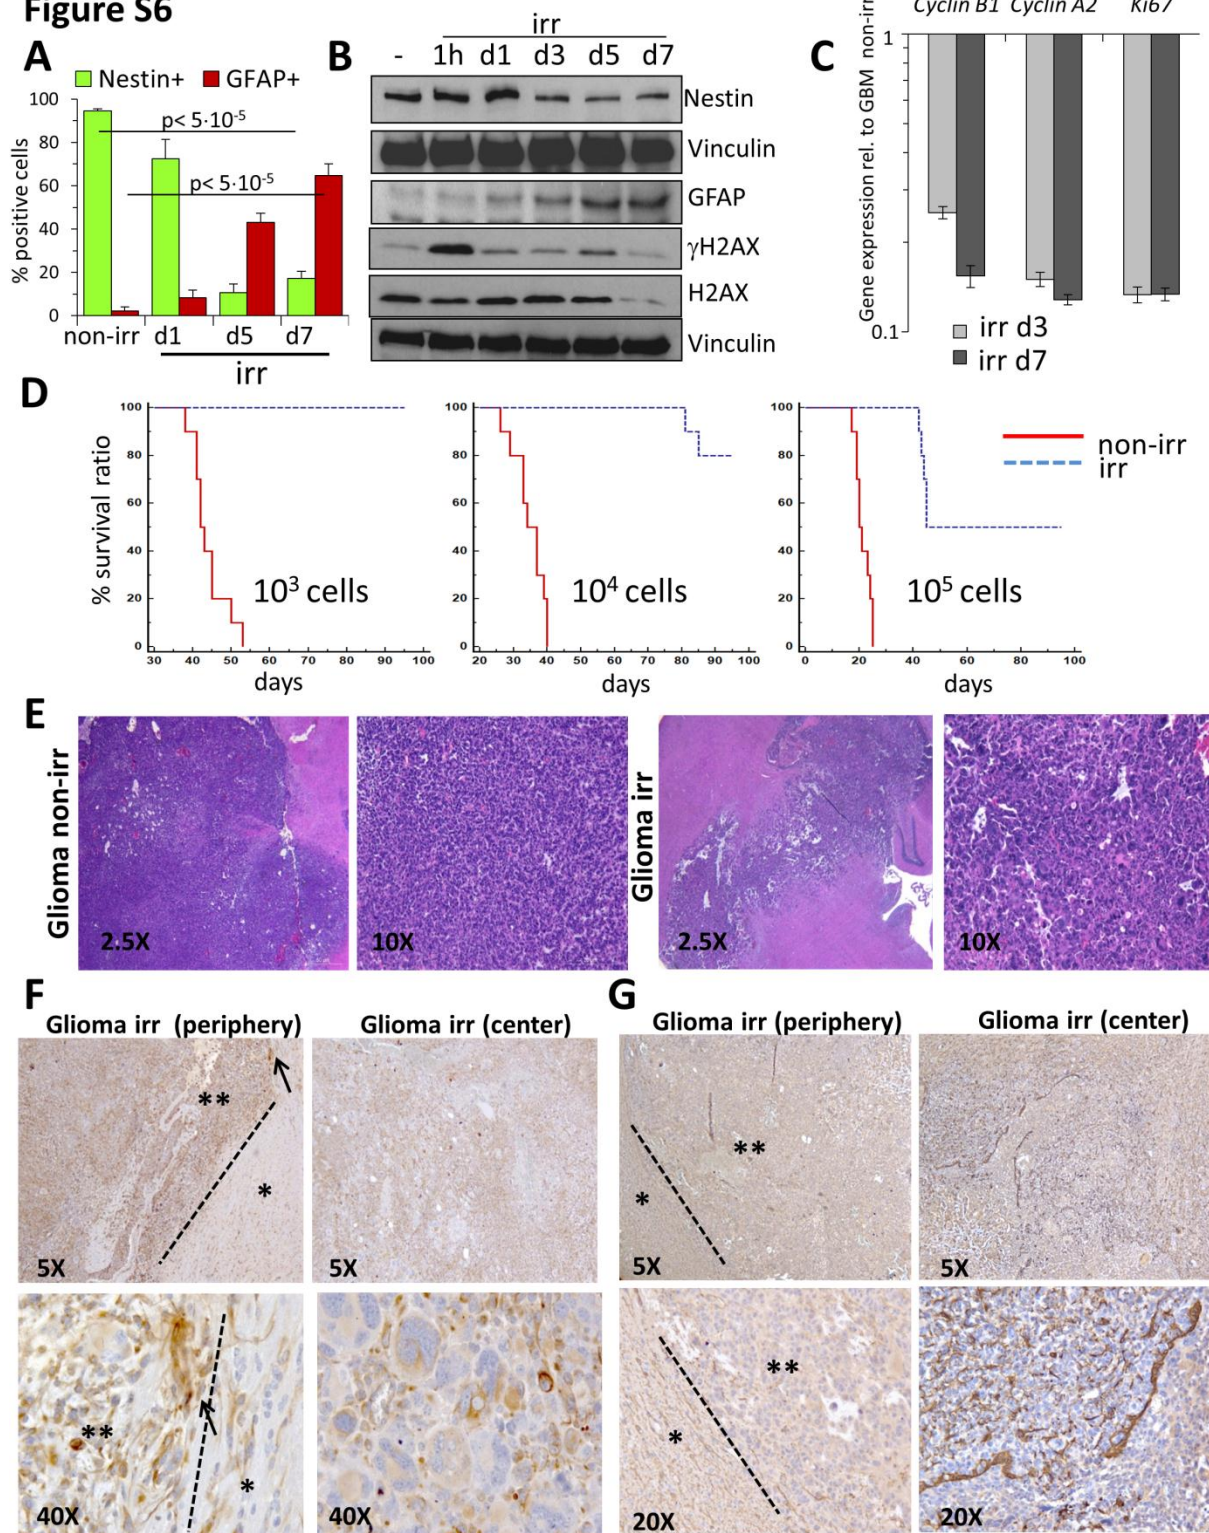

## Supplemental Figure Legends

### **Fig. S 1 X-ray irradiation of NSC leads to a senescence-like cell cycle arrest, yet associated with DNA repair and progressive downregulation of DDR signaling**

(A) A simplified scheme of DNA damage response signaling and the role of ATM.

Appearance of DNA double strand breaks (DSBs) leads to autophosphorylation and activation of the apical Serine/Threonine (S/T) kinase ATM. ATM then phosphorylates at their pS/TQ sites several protein targets, which can be described either as 1) DSB-associated factors, which can be detected as nuclear foci labeling DSBs (e.g., 53BP1 and the S139-phosphorylated Histone H2A isoform  $\gamma$ H2AX), or as 2) diffusible factors which can either transcriptionally regulate other genes (e.g., p53) or target additional proteins (e.g. the kinase CHK2). Ultimately, the activation of DDR results in DNA repair, or in case Western blot analysis characterizing the proliferation arrest in irradiated NSC. Cell cycle dependent kinase (CDK) inhibitors p21<sup>CIP</sup> and p27<sup>KIP</sup> were probed; furthermore Rb protein became hypo-phosphorylated in the time course after irradiation. Loading was normalized for  $\alpha$ -tubulin.

(B) Representative transmission microscopy images of irradiated NSC displaying senescence-associated- $\beta$ -galactosidase activity, magnification: 20x.

(C) One hour after irradiation, NSC uniformly displayed the assembly of autophosphorylated ATM (S1981) and 53BP1 foci, as analyzed by confocal microscopy of immunofluorescence stainings. Note that the majority of cells lost the signal as shown for day 7 after irradiation. Bar: 15 $\mu$ m. Quantifications of DDR positive cells are provided on the right-hand side.

(D) DSB detection by neutral COMET assay in control NSC and cells 1h and 7 days after irradiation. Olive tail moments are presented as box plot diagram, with vertical bars

indicating median values. Error bars show standard deviation (SD). *p*-values of the median values was calculated using Dunn's method.

**Fig. S 2 Irradiation-induced astrocytic differentiation phenotype becomes more robust over time.**

- (A) Quantification of a time course study of GFAP expression in irradiated NSC as detected by immunostaining and FACS. Error bars show SD.
- (B) Immunofluorescence analysis of SOX2 expression in non-irr NSC and cells on day 7 post irr. DNA was stained with DAPI. Representative wide field microscopy images are shown, magnification: 40x.
- (C) Immunofluorescence analysis of the nuclear SOX9 signal in non-irr NSC and cells on day 7 post irr. DNA was stained with DAPI. Representative wide field microscopy images are shown, magnification: 40x.
- (D) Immunofluorescence analysis of the cell membrane protein Aquaporin 4 (AQP4) expression in non-irr NSC and cells on day 7 post irr. DNA was stained with DAPI. Representative wide field microscopy images are shown, magnification: 40x.
- (E) Western blot analysis of irr NSC for the expression of OLIG2 and GFAP. Loading was normalized for vinculin.
- (F) Quantitative TaqMan based RT-PCR analysis of NSC on day 14 post irradiation for the expression of typical markers of NSC (*Nestin*, *PAX6*), astrocytes (*GFAP*, *SI00β*), neuronal precursors (*DCX*), mature neurons (*TUJ1*) and oligodendrocyte precursors (*PDGFRα*), normalized against non-irr NSC. *18S* rRNA was used as housekeeping gene, error bars show SD.
- (G) qRT-PCR analysis of NSC 7 days and 1 month after irradiation, normalized against non-irr NSC. Note that cells upregulated the astrocytic marker *SI00β* at the later time

point, while *LIF* induction did not persist (unlike *BMP2/4*). *B2M* was used as housekeeping gene, error bars show SD.

(H) NSC were subjected 8h after irradiation (irr) to neuronal differentiation protocol (Spiliotopoulos et al., 2009). In parallel, non-irradiated NSC were similarly treated to neural differentiation. Neurons were scored at the end of the process for the typical marker TUJ1 (also known as  $\beta$ -Tubulin III). Note the equal neuronal differentiation proficiency of irr and non-irr NSC under neurogenic conditions.

**Fig. S 3 Inhibition of BMP2/JAK-STAT signaling in irradiated NSC suppresses differentiation and reveals residual DDR activity, but does not allow proliferative recovery from senescence.**

(A) Microarray analysis and heat-map of JAK/STAT and SMAD cascade responsive genes obtained from gene sets from Gene Ontology classes (Ashburner et al., 2000). 

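The names read from the heat maps of Figure S3A gave 23 genes of the JAK/STAT cascade with a measured probe set, of which 12 were higher in irr NSCs, 7 at least 2-fold, 5 were lower and 6 did not pass an adjusted p under 0.05 from limma. A further 5 stayed below the intensity filter, among them Socs1 and Stat4. Stat5a rose by 1.34 on the log2 scale (standard error 0.12), from values below the filter on all non-irradiated arrays, and Socs5 by 1.05 (standard error 0.04). Stat5a, counted among those 7, was at least 1.81-fold higher, so a 2-fold change is not shown for it. Socs2, also counted among those 7, had both group means below the filter (log2 5.44 and 6.44), so its size is not measured. Socs6 fell by 0.52 (standard error 0.06) by its brightest probe set, while another read 0.25, and its call was lost with the mean of its probe sets (-0.14). Of 8 measured genes of the SMAD cascade, 5 were higher, 3 at least 2-fold, 2 were lower and 1 did not pass the test, and 5 others stayed below the filter, among them Bmp6, Bmp7 and Nodal. Of those 3, Bmp2 (at least 1.48-fold) and Bmp4 (at least 1.77-fold) rose from values below the filter, so only Fos is shown to reach 2-fold. Besides Bmp2 and Bmp4, the AP-1 genes Fos (1.44, standard error 0.05) and Jun (0.71, standard error 0.05) and the SMAD corepressor Ski (0.67, standard error 0.04) were higher, and Cited1 (-0.67, standard error 0.09) and Hipk2 (-0.27, standard error 0.07) were lower. With arrays centred on reference genes other than B2m, Hipk2 (-0.083) and 3 of the 5 lower JAK/STAT genes, Pias4 (0.011), Gh (-0.087) and Sh2b2 (-0.087), lost their calls, so these lower counts depend on the scaling. In the same setting Stat3 (0.33), Pias1 (0.26) and Hnf4a (0.18), which did not pass the test, were called higher. Stat2, Ager, Nmi and Clcf1, which also did not pass, were called lower in other alternatives. Jak2, counted as higher at 0.12, lost its call in several alternatives, among them the mean of all probe sets (0.00062). Both cascades are taken by the paper from Gene Ontology classes, and the counts describe the labelled genes.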

The distance between two gene expression profiles is 1 when the two profiles are identical, and decreases towards 0 as the difference between them increases.

(B) Western blot analysis on the effects of JAK/STAT signaling inhibition (JAKi) and the inhibitor of BMP2/4 receptor binding (Noggin) on irradiation induced differentiation. Note the loss of GFAP induction in irradiated NSC when continuously treated with JAKi or Noggin. Loading was normalized for  $\alpha$ -tubulin and vinculin.

(C) qRT-PCR analysis of cell cycle arrest of NSC on day 7 post irradiation, with or without continuous Noggin (left-hand panel) or JAKi (right-hand panel) treatment. *TUJ1* ( $\beta$ -tubulin III) expression was tested in JAKi-treated cells to address a possible neural differentiation. *B2M* was used as housekeeping gene, error bars show SD.

(D) Assay for senescence-associated  $\beta$ -galactosidase activity on NSC on day 7 post irradiation, with or without continuous JAKi or Noggin treatment. Positive cells showing the characteristic blue signal were scored by transmission microscopy.

(E) Representative confocal images of control NSC and cells on day 7 post irradiation, with or without continuous JAKi treatment. Residual DDR activity was detected by immunofluorescence analysis for  $\gamma$ H2AX foci retention. DNA was stained with DAPI.

Bar: 20 $\mu$ m

(F) Western blot analysis of residual DDR activity in irradiated NSC, treated with JAKi. Last two lanes show irradiated cells at d7, re-irradiated (re-irr) and analysed after 1h. Note the persistent phosphorylation of Chk2 and increased total p53 levels in irradiated cells when continuously treated with JAKi. Loading was normalized for vinculin.

**Fig. S 4 Cell cycle arrest and apoptosis in p53 and ATM deficient NSC and the impact of pharmacological inhibition of ATM and p53.**

(A) BrdU incorporation based assay for DNA replicating activity of irradiated ATM deficient and isogenic wild type NSC. BrdU was supplied at 3.3  $\mu$ M in the culture medium 24h prior to fixation and detected by immunofluorescence and wide-field microscopy. n.s.; not significant. Error bars show SD.

(B) BrdU incorporation based assay for DNA replicating activity of irradiated p53 deficient and isogenic wild type NSC. BrdU was supplied at 3.3  $\mu$ M in the culture medium 24h prior to fixation and detected by immunofluorescence and wide-field microscopy. n.s.; not significant. Note that p53<sup>-/-</sup> cells still efficiently arrested after irradiation, however, a slight increase in proliferation on day 7 reflected the clonal colonies of escapees. Error bars show SD.

(C) Western blot analysis of GFAP induction in irradiated wild type and isogenic p53-deficient NSC. Membrane was also probed for p53 protein presence and loading normalized for vinculin.

**Fig. S 5 Adult NSC enter cellular senescence upon irradiation and strongly upregulate GFAP.**

- (A) Representative transmission microscopy images of non-irr adult NSC and cells at day 7 post irr displaying senescence-associated- $\beta$ -galactosidase activity in the latter, magnification: 20x.
- (B) Quantification of adult NSC positive for senescence-associated- $\beta$ -galactosidase activity before and at day 7 post irr.
- (C) Western blot analysis of murine adult forebrain NSC and ES-derived NSC for GFAP expression upon irradiation. Loading was normalized for vinculin.
- (D) Merged collapsed Z-Stack of all four channels as shown separately in Fig 7D. Bar: 15 $\mu$ m
- (E) Merged collapsed Z-Stack of all four channels as shown separately in Fig 7E. Bar: 15 $\mu$ m

**Fig. S 6 Mouse glioblastoma stem cells lose Nestin expression and undergo astrocytic differentiation upon irradiation *in vitro* and *in vivo*.**

- (A) Quantification of a time course study of Nestin expression in irradiated GL261 cells, grown in adherent conditions, as detected by immunofluorescence and wide-field microscopy. Error bars show SD.
- (B) Western blot analysis of adherently grown GL261-CSC for the Nestin and GFAP expression and  $\gamma$ H2AX signal upon irradiation. Loading was normalized for vinculin.
- (C) qRT-PCR analysis of GL261 cells on day 3 and day 7 after irradiation for the expression of proliferation markers *Cyclin B1*, *Cyclin A2* and *Ki67*. *B2M* was used as housekeeping gene, error bars show SD.
- (D) Non-irr (red line) or irr (dashed blue line) GL261-CSC at 3 increasing cell quantities were injected in xenograft assays into the nucleus caudatus of mice to form GBM

tumors. Kaplan-Meier curves showing the survival of host animals is shown. Note the reduced mortality (down to zero) when irr cells were injected.

(E) Hematoxylin and eosin (H&E) staining of non-irr GBM xenograft (left panels) and GBM after radiation-therapy (right panels). Note that despite a shrunken tumor mass a prominent portion of the xenograft has survived irradiation. Magnification: top panels: 2.5x, bottom panels: 10x.

(F) Representative immunohistochemistry analysis of Nestin expression in irradiated GBM tumors at d30 (=d20 after irr at d10). Note that a prominent Nestin signal indicating self-renewing cells (arrow) could be observed in tumor periphery (left panels; \* healthy tissue, \*\* tumor, separated by a dashed line), but not at tumor center (right panels). Magnification: top panels: 5x, bottom panels: 40x.

(G) Representative immunohistochemistry analysis of GFAP expression in irradiated GBM tumors at d30 (=d20 after irr at d10). Note that in advanced tumors the differentiation marker GFAP could be observed only in the central glioma mass (right-hand panels), but not in the expanding tumor periphery, which hardly showed any GFAP signal (left-hand panels; \* healthy tissue, \*\* tumor, separated by a dashed line). Magnification: top panels: 5x, bottom panels: 20x.

## Supplemental Tables

**Table S1**

**Effects of candidate JAK-STAT signaling cytokines on the astrocytic differentiation of NSC**

| <b>Candidate activating cytokine</b>      | <b>JAK-STAT /GFAP inducing</b> | <b>Reference</b>                                    | <b>Experimental observations</b>                                                                   |
|-------------------------------------------|--------------------------------|-----------------------------------------------------|----------------------------------------------------------------------------------------------------|
| <b>LIF (leukemia inhibitory factor)</b>   |                                | (Taga and Fukuda, 2005; Turnley and Bartlett, 2000) | Expression lost in irr NSC at later time points, not induced at all in irr p53 <sup>-/-</sup> NSC. |
| <b>CNTF (ciliary neurotrophic factor)</b> |                                | (Turnley and Bartlett, 2000)                        | Not induced in irr p53 <sup>-/-</sup> NSC                                                          |
| <b>CTF-1 (cardiotrophin 1)</b>            |                                | (Turnley and Bartlett, 2000)                        | Not induced in irr p53 <sup>-/-</sup> NSC                                                          |
| <b>OsM (oncostatin M)</b>                 |                                | (Turnley and Bartlett, 2000)                        | Remains undetectable even after irr                                                                |
| <b>IL-6 (interleukin 6)</b>               |                                | (Taga and Fukuda, 2005)                             | Late induction after irr (GFAP already upregulated), almost no effect on GFAP induction            |

**Table S2****Survival ratios of mice after cranial injection of non-irradiated GL261-GCS**

| <b>GL261 non-irr</b> | Number of injected cells |                          |                          |
|----------------------|--------------------------|--------------------------|--------------------------|
|                      | <b><math>10^5</math></b> | <b><math>10^4</math></b> | <b><math>10^3</math></b> |
| Survival             |                          |                          |                          |
| Mean, days $\pm$ SD  | 21.3 $\pm$ 2.8           | 34.8 $\pm$ 4.7           | 44.0 $\pm$ 4.5           |
| Survival             |                          |                          |                          |
| Median, days         | 20.5                     | 35.5                     | 42.5                     |

**Table S3****Tumor incidence and mortality in mice after cranial injection of irradiated GL261-GCS**

| <b>Tumor incidence and Mortality</b> | Number of injected cells |                          |                          |
|--------------------------------------|--------------------------|--------------------------|--------------------------|
|                                      | <b><math>10^5</math></b> | <b><math>10^4</math></b> | <b><math>10^3</math></b> |
| GL261 non-irr                        | 10/10                    | 10/10                    | 10/10                    |
| GL261 irr                            | 5/10                     | 2/10                     | 0/10                     |

**Table S4****Statistics checklist for main and supplemental data**

| Figure Panel | Test                       | S.D or S.E.M | n value | independent experiments /technical replicates                          | p values provided?                                   |
|--------------|----------------------------|--------------|---------|------------------------------------------------------------------------|------------------------------------------------------|
| 1a           | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes, for the first significant change in kinetics    |
| 1c           | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes, for the first significant decrease in kinetics  |
| 1f           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 2a           | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes                                                  |
| 2c           | t-test, 2-tailed           | s.e.m.       | 4       | <i>independent experiments</i>                                         | yes, ctrl vs d3 and d7                               |
| 2d           | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes                                                  |
| 2f           | t-test, 2-tailed           | s.e.m.       | ≥6      | <i>independent experiments</i>                                         | yes                                                  |
| 2g           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 2i           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 3a           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 3c           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 3e           | none                       | s.d.         | 3       | <i>independent experiments</i>                                         | no sign. increase in BrdU+ after inhibitor treatment |
| 4b           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 4d           | none                       | s.d.         | 1       | <i>representative experiment</i>                                       | not applicable                                       |
| 4e           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 4f           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 5b           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 5d           | none                       | s.e.m.       | ≥ 2     | <i>independent experiments</i>                                         | not applicable                                       |
| 6b           | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes                                                  |
| 6c           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 6f           | Mann-Whitney Rank Sum Test | s.e.m.       | 3       | <i>independent experiments (details see legend)</i>                    | yes                                                  |
| 7b           | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| 7c           | none                       | s.d.         | 1       | <i>serial dilution experiment</i>                                      | not applicable                                       |
| 7d           | t-test, 2-tailed           |              | 3       | <i>Kaplan-Meier mortality curve</i>                                    | yes                                                  |
| 7f           | t-test, 2-tailed           | s.d.         | 3       | <i>triplicates of 5 section fields from 2 independent animals each</i> | yes                                                  |
| S1d          | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes, for the first significant decrease in kinetics  |
| S1e          | Dunn's method              | s.d.         | 3       | <i>independent experiments</i>                                         | yes                                                  |
| S2a          | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes, ctrl vs d7                                      |
| S2f          | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| S2g          | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| S2h          | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes, p value not significant                         |
| S3c          | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |
| S3d          | none                       | s.d.         | 1       | <i>representative experiment</i>                                       | not applicable                                       |
| S4a          | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | p values on d3 not significant between wt and KOs    |
| S4b          | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | p values on d3 not significant between wt and KOs    |
| S5b          | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes                                                  |
| S6a          | t-test, 2-tailed           | s.d.         | 3       | <i>independent experiments</i>                                         | yes                                                  |
| S6c          | none                       | s.d.         | 3       | <i>qRT-PCR technical triplicates</i>                                   | not applicable                                       |

## Supplemental Experimental Procedures

### Derivation of NSC

Murine embryonic stem cells (ESC) were grown in feeder-free conditions on high-glucose DMEM, supplemented with 15% fetal calf serum (FCS, PAN Biotech), recombinant LIF supernatant, 0.1 mM  $\beta$ -mercaptoethanol, 2mM L-glutamine (L-Gln), 100U/ml penicillin and 100 $\mu$ g/ml streptomycin (P/S). In the first step, ESC were seeded on gelatinized dishes in N2B27 culture medium (1:1 DMEM/F12 and Neurobasal medium (Invitrogen), supplemented with 0.5x N2 supplement (Invitrogen) and 0.5x B27 supplement (Invitrogen), 0.1 mM  $\beta$ -mercaptoethanol, L-Gln and P/S. Medium was changed daily without passaging for 7 days. In the second step, colonies were gently dislodged using Accutase (Sigma Aldrich), washed with PBS, gently resuspended in NSC culture medium (see below), then transferred at high density into culture flasks. There, after 2 days of culturing, formation of neurospheres could be observed. Neurospheres were disrupted by Accutase treatment and gentle pipetting and transferred to cell culture dishes in NSC culture medium. Adherently outgrowing NSC were expanded into stable cell lines through several passages ( $\geq 20$ ) before being used for experiments.

Following gene-deficient ESC lines were used together with isogenic wild types to derive gene-deficient NSC: BMP2<sup>-/-</sup> (Castranio and Mishina, 2009), kindly provided by Trisha Castranio and Yuji Mishina (NIEHS-NIH, USA and U. of Michigan, USA, respectively); ATM<sup>-/-</sup> (Xu and Baltimore, 1996), kindly provided by Yang Xu (UCSD, USA); p53<sup>-/-</sup> (Sabapathy et al., 1997), kindly provided by Jean-Christophe Marine (VIB, Belgium).

### **Cell culture of NSC**

Murine ES-derived NSC as well as adult mouse forebrain NSC (Conti et al., 2005), kindly provided by Luciano Conti, were grown in Euromed-N cell culture medium (Euroclone), supplemented with L-Gln and P/S, 1x N2 supplement (Invitrogen), 20ng/ml each murine EGF and FGF2 (ProSpec, Israel) at 5% CO<sub>2</sub> and 37° C. For adult forebrain NSC, cell culture dishes were coated with 0.2% porcine gelatin (Sigma Aldrich), glas slides were coated with 5mg/ml laminin (Santa Cruz) and 0.1% gelatin.

### **Cell culture of GBM cells**

Murine glioblastoma cell line GL261-CSC was grown either in DMEM/F12 medium supplemented with L-Gln and P/S and either 20% FCS or, where referred to serum-free culture, with 0.5x B27 supplement (Invitrogen) and 20ng/ml each human EGF and FGF2 (Peprotech). For adherent serum-free culture dishes were covered with 10 ug/ml laminin.

### ***In vivo* limiting dilution**

GL261 were seeded overnight onto 6-well plates at  $2 \times 10^5$ /well and irradiated with 10 Gy dose using a Faxitron RX-650 device. Three days after irradiation equal cell number from non-irr and irr cells were injected into C57BL6N mice at three different doses ( $10^5$ ,  $10^4$ , or  $10^3$ ; n=10 mice/dose/group, total 60 mice). The stereotactic coordinates with respect to the bregma are: 0.7 mm posterior, 3 mm left lateral, 3.5 mm deep into the nucleus caudatum. Cumulative survival curves were constructed by Kaplan–Meier method using MedCalc 9.3 software. Statistical comparisons of data sets were performed by a two-tailed Student's T-test and results were considered significant at  $p < 0.05$ .

## **Animal treatment**

Mice were monitored every day until sacrifice, in accordance with current directives of the Institution and Minister of Health (Italy). All irradiations as well sacrificing/perfusions were performed on anaesthetized animals using 2,2,2-Tribromoethanol solution (Avertin, Sigma Aldrich, 0.1ml/10g body weight).

For *in vivo* cell fate tracing, adult male mice of SOX2-CreERT2 / R26::loxP-stop-loxP::YFP background and 6 months of age were treated with 0.1 mg/g body weight of Tamoxifen (#T5648, Sigma Aldrich) for 6 days intraperitoneally, one injection/day (20 mg/ml in Ethanol/Corn Oil 1:10 ). Exclusive cranial irradiation was achieved by the use of a lead body protection cover, irr of 10Gy was performed in the Gilardoni RADGIL irradiator (30.3min). For perfusion, anesthetized mice were transcardially perfused with 30 ml of 0.1% heparin/PBS followed by 4% PFA/PBS (Sigma Aldrich). Whole brains were post-fixed in 4% PFA/PBS overnight, cryoprotected in 10% sucrose (w/v in in PBS) overnight, in 20% sucrose overday and in 30% sucrose overnight, then snap frozen in cold isopentane in liquid nitrogen. Brain tissues were imbedded into Killik compound (#059801, Bio-Optica) and cut on a Leica CM1900 cryostat into 10µm serial sections and used for Hematoxylin/Eosin (H&E) staining or immunofluorescence analysis.

## **Immunofluorescence microscopy**

Cells grown on glass cover slips were fixed in methanol-acetone (1:1) for DDR studies, otherwise in 4% paraformaldehyde (PFA) and permeabilized with 0.2% Triton X100. After blocking with 0.5% BSA and 0.2% gelatin in PBS, cells were probed with appropriate primary antibodies and Alexa-fluor 488- and 647-labeled secondary antibodies (Invitrogen). Nuclear DNA was stained by DAPI (Sigma Aldrich). For BrdU detection, incubation with

DNase I (NEB) was performed together with the primary anti-BrdU antibody (#347580, BD Biosciences) in order to retrieve the epitope.

Following primary antibodies were used for immunofluorescence studies: Nestin (#MAB353, Millipore), GFAP (#Z0334 Dako and # ab4674 Abcam), (pS/TQ (phospho-(Ser/Thr) ATM/ATR Substrate Antibody #2851, Cell Signaling), 53BP1 (#NB100-304, Novus Biologicals),  $\gamma$ H2AX (#05-636, Millipore), SOX2 (#09-0024, Stemgent), SOX9 (#sc-17341, Santa Cruz), Aquaporin 4 (#ABIN671181, antibodies-online), s100 $\beta$  (#S2644, Sigma Aldrich), GFP/YFP (#AM11009PU, Acris Antibodies), BrdU (#347580, BD Biosciences), ATM-pS1981 (#200-301-400, Rockland), 53BP1 (#NB100-304, Novus Biologicals), TUJ1 (#MRB-435P, Covance). Confocal images were obtained with a Leica TCS SP2 AOBS confocal laser microscope by sequential scanning and processed with Leica LAS AF Lite software; wide field images with an Olympus AX70 upright microscope and processed with ImageJ software.

The colocalisation ratio of the YFP signal in the brain tissue with astrocyte markers GFAP and S100 $\beta$  was calculated for each layer of the Z-stack, using ImageJ and the JACoP plug-in (Bolte and Cordelieres 2006).

### **SA- $\beta$ -galactosidase assay**

Cells were fixed for 3 min in 4% PFA, washed with PBS and immediately incubated overnight at 37°C in the pH 6.0 assay buffer (440mM NaH<sub>2</sub>PO<sub>4</sub>, 60mM Na<sub>2</sub>HPO<sub>4</sub>, 150mM NaCl, 2mM MgCl<sub>2</sub>) containing 40mM K<sub>3</sub>[Fe(CN)<sub>6</sub>], 40mM K<sub>4</sub>[Fe(CN)<sub>6</sub>] and 1mg/ml 5-bromo-4-chloro-indolyl- $\beta$ -D-galactopyranoside (X-Gal). Images were acquired with Olympus BX51 upright microscope.

## **Immunohistochemistry**

Paraffin-embedded tumor sections were prepared according to standard procedures, blocked with 5% goat serum in PBS for 60 min, incubated overnight with primary antibodies (Nestin, # MAB2736, R&D Systems and GFAP, #Z0334, DAKO) and biotinylated secondary antibodies (Vector Lab). Antibody binding was detected using the Vectastain Elite Avidin–Biotin Complex-Peroxidase kit according to the manufacturer's instructions. All sections were counterstained with Mayer's hematoxylin and acquired using Leica MDLB light microscope.

## **Immunoblotting**

Cells were lysed in NP40 lysis buffer (1% NP40, 50mM Tris-Cl pH 8, 150mM NaCl, 2mM EDTA, 1mM DTT, 1mM NaF, 100μM Na<sub>2</sub>VO<sub>4</sub> and protease inhibitor cocktail (Roche) and 40μg of whole cell lysate in Lämmli loading buffer were resolved by SDS-PAGE, transferred to nitrocellulose membranes (Protran) using Biorad electrophoresis systems and probed with primary and secondary antibodies in 5% bovine serum albumin (BSA) and skimmed milk, respectively. Following primary antibodies were used: Nestin (#611658, BD Biosciences), GFAP (#Z0334 Dako), PAX6 (#PRB-278P, Covance), ATM-pS1981 (#200-301-400, Rockland), ATM (#A1106, Sigma Aldrich), p53-pS15 (#9284, Cell Signaling), p53 (#K0181-3, MBL), γH2AX (#05-636, Millipore), H2AX (#ab20669, Abcam), CHK2 (#05-649, Millipore), STAT3-pY705 (#9138, Cell Signaling), STAT3 (#AP02587PU, Acris), JAK2-pY1007/1008 (#sc-16566, Santa Cruz), SMAD1-pS465 (#AP08024PU, Acris), α-tubulin (#T6199, Sigma Aldrich), Vinculin (#V4505, Sigma Aldrich), p27<sup>KIP</sup> (Santa Cruz, #sc-1641,), Rb (BD, #554136), OLIG2 (#ab110031, Abcam). HRP-coupled secondary antibodies (Sigma Aldrich) and ECL Plus™ Western Blotting Detection Reagents and X-ray films (Amersham) were used for signal detection.

## Gene expression analysis

Total RNA was extracted from live cells with Trizol reagent (Invitrogen), precipitated with isopropanol and ethanol and dissolved in DEPC-treated water (Invitrogen). 1 µg of total RNA (as quantified with NanoVue device, General Electric (GE)) was used for retrotranscription using VILO reverse transcription kit (Invitrogen) according to manufacturer's instructions and without RNase treatment. RT-minus reactions (without reverse transcriptase enzyme) were also prepared. Estimated 20ng of cDNA in 25µl reaction volume were analyzed in triplicate by quantitative RT-PCR amplification on a Light Cycler 480 system (Roche) using SYBR Green assay (QuantiFast SYBR Green PCR Kit, Qiagen) according to manufacturer's instructions and for 40 cycles. CT-values were obtained by calculation of the second derivative using Light Cycler 480 software (Roche) and normalized among samples against a housekeeping gene  $\beta$ -2-microglobulin (B2M). RT-minus preparations proved to be negative. Following forward and reverse primers (FP and RP) were designed with Roche UniversalProbe Library online software against *Mus musculus* and used in supplementary experiments:

*B2M*: FP: CTGCAGAGTTAAGCATGCCAGTA; RP: TCACATGTCTCGATCCCAGTAGA

*NESTIN*: FP: CTGCAGGCCACTGAAAAGTT; RP: TCTGACTCTGTAGACCCTGCTTC

*SOX2*: FP: TGCTGCCTCTTTAAGACTAGGG; RP: TCGGGCTCCAACTTCTCT

*PAX6*: FP: GTTCCCTGTCCTGTGGACTC; RP: ACCGCCCTTGGTTAAAGTCT

*GFAP*: FP: TGGAGGAGGAGATCCAGTTC; RP: AGCTGCTCCCGGAGTTCT

*BMP2*: FP: CGGACTGCGGTCTCCTAA; RP: GGGGAAGCAGCAACACTAGA

*BMP2* (Fig. 4E,F): FP: AGATCTGTACCGCAGGCACT; RP: GTTCCTCCACGGCTTCTTC

*BMP4*: FP: GAGGAGTTTCCATCACGAAGA; RP: GCTCTGCCGAGGAGATCA

*LIF*: FP: AAACGGCCTGCATCTAAGG; RP: AGCAGCAGTAAGGGCACAAT

*OLIG2*: FP: AGACCGAGCCAACACCAG; RP: AAGCTCTCGAATGATCCTTCTTT

*SOX9*: FP: GTACCCGCATCTGCACAAC; RP: CTCCTCCACGAAGGGTCTCT

*MSH1*: FP: GATGCCTTCATGCTGGGTAT; RP: CGTAGGTCGTGGCTTGGA

*VIMENTIN*: FP: CCAACCTTTTCTTCCCTGAA; RP: TGAGTGGGTGTCAACCAGAG

*ARS2*: FP: GGCAGCAGATGCAGGACT; RP: GGGTGGTACTTAGATCGGAACC

*ATM*: FP: TGCAGATTTATATCCATCATCCAC; RP: TTTCATGGATTTCATAAGCACCTT

*53BP1*: FP: AAAGTCTGCCACCGTGAAAC; RP: TCTCCAGTCTCACAGGGACTC  
*MRE11*: FP: CTTTTTCAGGCACAGGGAAC; RP: TGTGATGAGCATCCCAAAGT  
*MDC1*: FP: AGGGCAGCTACGTCTCTTCA; RP: CCAAGGTAGAGGGGGAAATC  
*CHK2*: FP: TTATTCCTGAAGTCTGGACAGATG; RP: CTAACAGTTTCTTGACAAGGTCCA  
*p53*: FP: ACGCTTCTCCGAAGACTGG; RP: AGGGAGCTCGAGGCTGATA  
*DNA-PKcs*: FP: TGCAGAGAAATGTGATTGCAC; RP: CCACGGTGGAAGATCTTTTG  
*ATR*: FP: CATCCAGAATTAGAAAAGATAAAAGCA; RP:  
 GAAGATCAGTAGTCTCAGAGGTTTCC  
*PARP1*: FP: AGGCCGCCTACTCTATCCTC; RP: GATTCAGTCTGCCTTGAGA  
*H2AX*: FP: AAGCCGGTGAATCCCTGT; RP: AGCTGCAAAAGTTCCAGTTCA  
*S100β*: FP: AACACGAGCTCTCTCACTTCC; RP: CTCCATCACTTTGTCCACCA  
*Ki67*: FP: GCTGTCCTCAAGACAATCATCA; RP: GCGTTATCCCAGGAGACT  
*CYCLIN B1*: FP: GCGCTGAAAATTCTTGACAAC; RP: TTCTTAGCCAGGTGCTGCAT  
*CYCLIN A2*: CTTGGCTGCACCAACAGTAA; RP: CAAACTCAGTTCTCCCAAAAACA  
*TUJ1*: GCGCATCAGCGTATACTACAA; RP: CATGGTTCCAGGTTCCAAGT

The facility-based TaqMan assay (Fig. S 2F) was performed on ABI PRISM® 7900HT Sequence Detection System using TaqMan primer pairs (Applied Biosystems) for *B2M* (Mm00437762\_m1), *Nestin* (Mm00450205\_m1), *GFAP* (Mm01253033\_m1), *PAX6* (Mm00443072\_m1), *DCX* (Mm00438401\_m1), *S100β* (Mm00485897\_m1), *TUJ1* (*tubb3*, Mm00727586\_s1), *PDGFRα* (Mm00440701\_m1).

### Flow cytometry (Fluorescence-activated cell sorting, FACS)

For GFAP detection, cells were fixed in 75% ethanol (1h, 4°C,) washed with 1% BSA in PBS and stained with rabbit-anti-GFAP antibody (#Z0334 Dako), followed by Alexa-fluor-488 labeled secondary antibody (Invitrogen). Cells stained with secondary antibodies only were used as negative controls. FACS acquisition and analysis were performed on BD FACScalibur using CellQuest software.

## Microarray analysis

Hybridized arrays were stained and washed (GeneChip Fluidics Station 450) and scanned (GeneChip Scanner 3000 7G). Cell intensity values and probe detection calls were computed using the Affymetrix GeneChip Operating Software (GCOS). Further data processing was performed in the R computing environment (<http://www.r-project.org/>) version 2.8.0 with BioConductor packages (<http://www.bioconductor.org/>). Robust Multi-Array Average (RMA) normalization was applied (Irizarry et al., 2003). 

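The filter leaves about as many probe sets on each array. Of the 45037 probe sets other than controls, 19849 to 19933 had an intensity over 100 on a non-irradiated array and 19978 to 20059 on an irr array. The same intensity on at least 4 of the 8 arrays leaves 20532 probe sets, and an intensity over 200 on at least 1 array leaves 16908.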

Data were then filtered based on Affymetrix detection call and probeset intensity, so that only probesets that had a present call and intensity value >100 in at least one of the arrays were retained. Statistical analysis was performed with Limma software (Smyth, 2004). P-values were adjusted for multiple testing using Benjamini and Hochberg's method to control the false discovery rate (Hochberg and Benjamini, 1990). Genes with adjusted P values below 0.05 were considered differentially expressed. A threshold value of 2-fold change was also applied. Functional clustering of the differentially expressed genes was carried out through the Database for Annotation, Visualization, and Integrated Discovery (DAVID; (Huang da et al., 2009)).

For each gene of interest, the expression values were normalized (Z-transform) to calculate the average and standard deviation across conditions and by subtracting the average value and dividing by the standard deviation, leading for each gene to a new set of expression values with average 0 and standard deviation 1. Similarities were calculated between all pairs of gene expression using a formula:

$$Similarity(G_i, G_j) = \frac{1}{n} * \sum_{q=1}^n \frac{1}{1 + |G_i^q - G_j^q|}$$

The similarities between two profiles were multiplied by their Pearson correlation coefficient, and transformed into a distance measures by subtracting them from 1, which were used to generate a dendrogram (based on the complete linkage algorithm). A matrix was generated (heatmap) in which columns and conditions (rows) with similar gene expression profiles were close to each other.

Some of the categories analyzed were obtained from Gene Ontology: the JAK-STAT cascade, the SMAD protein signal transduction, and the DDR signaling category. The latter was identified by pooling together different Gene Ontology categories (DNA Replication, Recombination and Repair, p53 signaling, ATM signaling) and further integrated with genes found in literature (Jackson and Bartek, 2009). The category of Astrocytes was built entirely from literature (Cahoy et al., 2008; Obayashi et al., 2009).

### **COMET assay**

Assay was performed with CometSlide kit (Trevigen) according to manufacturer's instructions for neutral electrophoresis. Between 100 and 200 cells were scored in triplicate for each experimental condition. COMET tails were analyzed with CometScore 1.5 software, statistical significance of Olive tail moment medians was calculated using Dunn's Method for multiple comparisons versus control group.

### **Neuron differentiation**

A modified neuron differentiation protocol from (Spiliotopoulos et al., 2009) was adjusted to the conditions of irradiation. NSC were seeded 12h prior to irradiation on laminin (3mg/ml, Santa Cruz)-coated glass cover slips in standard NSC culture medium. 8h after 10Gy irradiation (or mock-irradiation) medium was replaced with medium A (1:3 DMEM/F12 and Neurobasal), supplemented with 1.5x B27 and 0.5x N2 and 10 ng/ml FGF2 and 20ng/ml

BDNF (ProSpec, Israel), L-Gln and P/S). After 3 days, medium A was switched to medium B (similar to A, but with 6.7 ng/ml FGF2 and 30ng/ml BDNF). Cells were cultured for 5 days in medium B prior to fixation.

## Supplemental References

- Ashburner, M., Ball, C.A., Blake, J.A., Botstein, D., Butler, H., Cherry, J.M., Davis, A.P., Dolinski, K., Dwight, S.S., Eppig, J.T., *et al.* (2000). Gene Ontology: tool for the unification of biology. *Nature genetics* 25, 25-29.
- Bolte, S., and Cordelieres, F.P. (2006). A guided tour into subcellular colocalization analysis in light microscopy. *Journal of Microscopy* 224, 213-232.
- Cahoy, J.D., Emery, B., Kaushal, A., Foo, L.C., Zamanian, J.L., Christopherson, K.S., Xing, Y., Lubischer, J.L., Krieg, P.A., Krupenko, S.A., *et al.* (2008). A Transcriptome Database for Astrocytes, Neurons, and Oligodendrocytes: A New Resource for Understanding Brain Development and Function. *J Neurosci* 28, 264-278.
- Castranio, T., and Mishina, Y. (2009). Bmp2 is required for cephalic neural tube closure in the mouse. *Developmental Dynamics* 238, 110-122.
- Conti, L., Pollard, S.M., Gorba, T., Reitano, E., Toselli, M., Biella, G., Sun, Y., Sanzone, S., Ying, Q.L., Cattaneo, E., *et al.* (2005). Niche-independent symmetrical self-renewal of a mammalian tissue stem cell. *PLoS biology* 3, e283.
- Hochberg, Y., and Benjamini, Y. (1990). More powerful procedures for multiple significance testing. *Statistics in medicine* 9, 811-818.
- Huang da, W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* 4, 44-57.
- Irizarry, R.A., Hobbs, B., Collin, F., Beazer-Barclay, Y.D., Antonellis, K.J., Scherf, U., and Speed, T.P. (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* 4, 249-264.
- Jackson, S.P., and Bartek, J. (2009). The DNA-damage response in human biology and disease. *Nature* 461, 1071-1078.
- Obayashi, S., Tabunoki, H., Kim, S., and Satoh, J.-i. (2009). Gene Expression Profiling of Human Neural Progenitor Cells Following the Serum-Induced Astrocyte Differentiation. *Cellular and Molecular Neurobiology* 29, 423-438.
- Sabapathy, K., Klemm, M., Jaenisch, R., and Wagner, E.F. (1997). Regulation of ES cell differentiation by functional and conformational modulation of p53. *The EMBO journal* 16, 6217-6229.

Smyth, G.K. (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Statistical applications in genetics and molecular biology* 3, Article3.

Spiliotopoulos, D., Goffredo, D., Conti, L., Di Febo, F., Biella, G., Toselli, M., and Cattaneo, E. (2009). An optimized experimental strategy for efficient conversion of embryonic stem (ES)-derived mouse neural stem (NS) cells into a nearly homogeneous mature neuronal population. *Neurobiology of Disease* 34, 320-331.

Taga, T., and Fukuda, S. (2005). Role of IL-6 in the neural stem cell differentiation. *Clinical Reviews in Allergy and Immunology* 28, 249-256.

Turnley, A.M., and Bartlett, P.F. (2000). Cytokines that Signal Through the Leukemia Inhibitory Factor Receptor- $\beta$  Complex in the Nervous System. *Journal of neurochemistry* 74, 889-899.

Xu, Y., and Baltimore, D. (1996). Dual roles of ATM in the cellular response to radiation and in cell growth control. *Genes & development* 10, 2401-2410.

How the deposited data were processed for this re-analysis (not part of the article)

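RNA of mouse ES-derived NSCs was measured on Affymetrix GeneChip mouse genome arrays, 4 of non-irradiated cultures and 4 of cultures 7 days after irr with 10 Gy. The authors read intensities and detection calls with GCOS and normalized the arrays with RMA (background correction, quantile normalization and a summary of the probes of each probe set), and the log2 values used here are these RMA values as deposited by the authors. Versions of GCOS and RMA are not given. The table holds 45101 probe sets, 64 of them array controls, with log2 values from 2.48 to 14.98, so the filter of the methods had not been applied to it. Detection calls were not used here. No array was left out.

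Probe sets were named from the platform's annotation, with symbols updated through the Entrez gene number for 34754 of them. Of all probe sets, 34958 carry 1 gene symbol, 932 carry several and 9211 list none, and the last 2 groups were left out of all results by gene. Control probe sets were left out, and probe sets with an intensity over 100 on at least 1 array were kept, which gave 21919 probe sets and 11372 genes. On each array 19849 to 20059 probe sets passed that intensity. Differential expression was tested with limma 3.58.1 in R 4.3.3 (linear model and moderated statistics, two-sided), with Benjamini-Hochberg adjustment over the probe sets kept. Probe sets at an adjusted p under 0.05 were called higher or lower, and those that also changed at least 2-fold were called differentially expressed, as in the methods. Each gene is represented by its probe set with the highest mean over the 8 arrays. Values in the text are log2 fold changes of irr against non-irradiated NSCs with the standard error of the model, or means with SD over 4 arrays. Where every array of a group lies below an intensity of 100, as for 46 of the 208 named genes, the log2 fold change is of uncertain size, and a fold given as at least a number is that of the brighter group over this intensity.

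Gene lists were written before the data were examined, from textbook knowledge and the paper's text, as were the tests, the alternatives and the rule for naming genes, except where a choice is said to have been made after seeing the data. There are 31 lists: DDR signaling, homologous recombination and Fanconi anemia, nonhomologous end joining, mismatch repair, base excision repair, nucleotide excision repair, DNA replication, mitosis, damage-induced arrest and apoptosis, CDK inhibitors and senescence regulators, lysosome, neural stem cell, astrocyte, neuronal, oligodendrocyte, JAK-STAT components, IL-6-type cytokines, STAT3 targets, interferon-stimulated, MHC class I, BMP and SMAD components, BMP-SMAD targets, TGF-β targets, the senescence-associated secretory phenotype (SASP), G-CSF and BATF, cholesterol synthesis, reference genes, microglia, endothelial, mesenchymal and pluripotent. The list of damage-induced arrest and apoptosis is one of p53 targets. Some genes are in more than 1 list. The 27 lists with at least 5 measured genes were tested as sets with camera in limma at a preset correlation of 0.01, adjusted over these lists. Differences between the means of a pair of lists were tested by exact permutation of the 8 arrays, for which 0.029 is the smallest p. This test rests on the spread between arrays and takes no account of that between genes. Even the mean of the reference genes, which moved by -0.10, reaches that p, as does that of the neuronal genes (0.12). Genes read from the figures' heat maps were counted and not tested as sets. The genes named are those the paper names, the 15 with the largest increase and the 15 with the largest decrease whose groups of arrays do not overlap, and the 4 called genes with the largest change of each list.

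The alternatives were no intensity filter, an intensity over 100 on at least 4 arrays or over 200 on at least 1, centring each array on its median or on reference genes other than B2m, a further quantile normalization, limma with trend and robust settings, with array weights or with a replicate block, leaving out each array in turn, no fold threshold or a test against a 1.5-fold change, the mean of all probe sets of a gene or only probe sets with plain identifiers, and for sets an estimated correlation or the rotation test fry. Leaving out irr replicates 3 and 4 together, and the first principal component of the residuals as a covariate, were added after seeing the data, as was division by the B2m ratio where array ratios are set beside the paper's PCR. The arrays were also split in all 35 ways into 4 and 4 to ask how often another split gives as large a result. Figures were drawn with matplotlib 3.10.9.

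The procedure was tested on simulated data of the same size, with 4 arrays per group and 200 changed probe sets. It called 50 of 50 changed 0.25-fold, 47 of 50 changed 0.5-fold, 49 of 50 changed 2-fold and 50 of 50 changed 4-fold. It called 9 of 21694 unchanged probe sets, 3.95% of 228 calls, and none of these at 2-fold or more. A planted list of 25 genes changed 1.5-fold was called, and 0 of 26 unchanged lists were. The 200 changed probe sets are far fewer than the 16467 called on the arrays. The result is therefore not offered as a check of the set test under so broad a change. Nor is it one for lists whose genes correlate, where the estimated correlation reached 0.276 (lysosome).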

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

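The comparisons of PCR with arrays and of adipocyte genes below were chosen after the values were seen, while the comparison of dim with bright probe sets and the splits of the arrays were set before their results.

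Gene groups for which the paper gives no array values changed as sets with the preset correlation. Genes of cholesterol synthesis fell, with a median log2 fold change of -1.75, genes of the lysosome rose (1.10), genes of mesenchymal cells rose (1.63) and genes of the SASP rose (0.85). With an estimated correlation only that of cholesterol synthesis kept its call (adjusted p = 0.017), and the others lost it, with adjusted p = 0.114 for lysosome, adjusted p = 0.103 for mesenchymal and adjusted p = 0.114 for SASP. Genes that the paper does not discuss rose, among them Ret by 6.86, Fabp4 by 6.51 and Adipoq, a hormone of fat cells, by 4.07. The non-irradiated arrays of these 3 lay below an intensity of 100, so these sizes are uncertain, and the increases were at least 32.9-fold, 13.4-fold and 3.31-fold against that intensity.

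A sample lay far from the other 3 of its group in 18 of 336 groups tested, and chance alone gives about 1 in 20. Among lists these were base excision repair, whose mean was 9.51 in non-irradiated replicate 2 against 9.56 in the others, and the pluripotent list, with 7.22 in non-irradiated replicate 4 against 7.12 to 7.13. In non-irradiated replicate 1, Adipoq was at 4.78 against 4.11 to 4.22, Ccn2 at 7.62 against 7.44, Myo5b at 8.33 against 8.11 and Tap1 at 7.22 against 7.12 to 7.13. In non-irradiated replicate 2, Dcpp1 was at 11.37 against 11.49 to 11.50 and Neu1 at 7.80 against 8.00 to 8.04. In non-irradiated replicate 3, B2m was at 12.52 against 12.44 to 12.45 and Trp53bp1 at 10.98 against 11.05 to 11.07. In non-irradiated replicate 4, Tapbp was at 9.20 against 9.07 to 9.08. In irr replicate 1, Nes was at 11.76 against 11.85 to 11.86, and in irr replicate 3, Bbc3 was at 9.91 against 9.68 to 9.71. In irr replicate 4, Agt was at 11.02 against 10.83 to 10.86, Ctsf at 11.56 against 11.41 to 11.43, Pparg at 7.05 against 6.85 to 6.86, Syt1 at 7.15 against 7.37 to 7.42 and Xrcc6 at 9.23 against 9.13 to 9.15.

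The paper's PCR and the arrays part in both directions. For 17 genes lower by PCR, the array log2 fold change lay above the log2 of the PCR ratio in all 17, with a median gap of 0.89 (0.04 to 2.57). B2m, the PCR reference, rose by 0.80 on the arrays, which would lower every PCR ratio by that much, so a rise of B2m may account for the size of this gap, whose median is 0.092 once that rise is taken off. For the 5 genes higher by PCR (Gfap, Bmp2, Bmp4, Lif and S100b) the median gap was -1.85 (-2.88 to -0.07), which is that of Bmp2. Bmp2 and Bmp4 lay below the filter on all non-irradiated arrays. The arrays give only lower bounds for them, so a lower reading on the arrays is not shown for these genes. A rise of B2m would move the gaps of all 5 genes the other way, so it is not offered as their cause. Of the 5 genes only S100b, with the smallest gap, had both group means above the filter, and what lowers Gfap and Lif stays open. A compression of ratios by the arrays could not be decided. The 7 genes lower by PCR that lay within 0.25 of 0 on the arrays had a median log2 PCR ratio of -1.06. Genes higher by PCR were left out of it, which fixes its sign, and the rise of B2m was not taken off. What stays open is a mix of these, or a difference of samples or assays, and no biological explanation was tested. The PCR values were read by eye, and those of Nes, Sox2, Pax6 and Gfap are the paper's medians over independent experiments.

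Several genes of fat cells rose, among them Fabp4, Adipoq and Cd36 (5.06, from non-irradiated values below the filter). An adipocyte list written after this was seen has 16 genes named on the array. Of these 11 passed the intensity filter, 10 were higher, 8 at least 2-fold, and none was lower. Among the 8, Pparg, Cidec and Plin4 rose from non-irradiated means below the filter (log2 6.64). Their irr means were 6.91, 6.88 and 7.18, so a 2-fold change is not shown for them. Adipocytes among the irr cells would bring all their abundant transcripts, but 5 of the 16 (Retn, Lep, Cidea, Pck1 and Ucp1) stayed below the filter on all 8 arrays, and Scd1 was at -0.06 and did not pass the test. Genes below the filter exclude nothing, so fat cells among the irr cells may or may not be the source. A partial program in the irr cells themselves, which hold more Pparg, may be another explanation and was not tested.

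Probe sets of 1 gene disagree for Nes (0.07 against -0.83 and -0.95) and Atm (-0.27 against -1.03). A weaker signal away from the 3′ end in irr samples may contribute. Over 5110 genes with several probe sets past the filter, the dimmer ones changed by a median of -0.057 relative to the brightest (exact permutation test, p = 0.029). This lies just past the bound of -0.05 set before. A median over genes does not limit the effect on single genes, and the gaps between 3′ and 5′ control probe sets were also wider in irr samples, so the explanation stays open. Positions of the probes were not used here.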

How the results depend on the processing

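Settings added after seeing the data were the residual principal component, leaving out both irr replicates 3 and 4, and, for the ratios set beside the PCR, division by that of B2m, on which 5 of the 22 ratios differ in place of 13. Of the 35 splits of the arrays, 1, the real one, gave as many differentially expressed probe sets (3167, highest other 0) and genes (1714, highest other 0). Chance in which arrays form a group, though not in which genes form a list, is excluded for these. The same holds, with 1 of 35 as large, for the medians of DDR signaling (0.64 in size, highest other 0.41), DNA replication (1.64 and 0.90), mitosis (2.12 and 1.08), damage-induced genes (1.20 and 0.66), astrocyte genes (0.83 and 0.48), JAK-STAT components (0.42 and 0.25), STAT3 targets (1.04 and 0.63) and BMP-SMAD targets (0.71 and 0.43). Chance is not excluded for the neural stem cell list (13 of 35; 0.02 and 0.06) and the neuronal list (6 of 35; 0.06 and 0.13).

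With no fold threshold, 8339 probe sets (4572 genes) were higher and 8128 (4219 genes) lower, since the threshold is what removes the others. Tested against a 1.5-fold change, 2078 probe sets were lower and 1539 genes higher and 1148 lower. The other alternatives left each count within 1.5 times. With a replicate block there were 1856 and 1311, as without it, and the data do not settle whether replicate numbers pair the arrays.

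No list called by the set test reversed, while medians of some lists without a call changed sign, given below. With an estimated correlation, adjusted p was 0.114 for mismatch repair, lysosome, astrocyte, STAT3 targets, BMP and SMAD components and SASP, and 0.103 for mesenchymal, which ended those calls. The rotation test fry, which does not compare a list with other genes, called nonhomologous end joining (1.0e-04), nucleotide excision repair (4.3e-06), CDK inhibitors (1.2e-06), neural stem cell (0.00504), neuronal (0.00864), interferon-stimulated (5.8e-08), MHC class I (7.4e-06), BMP-SMAD targets (1.7e-07), TGF-β targets (5.3e-09) and pluripotent genes (4.9e-04).

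The call of BMP and SMAD components was the least stable. It ended with no intensity filter (median 0.095, adjusted p = 0.076), an intensity over 200 (0.63, 0.078), centring on reference genes other than B2m (0.82, 0.059), a replicate block (0.63, 0.058), the residual principal component (0.63, 0.051) and in 4 of the 8 leave-one-out settings (medians 0.57 to 0.69 over the 8). Interferon-stimulated genes passed with no filter (0.25) and with the mean of all probe sets (0.42), and MHC class I with no filter (0.53), over 200 (0.83) and the mean of all probe sets (0.82). Mesenchymal genes did not pass with reference centring (1.77). Small lists moved. IL-6-type cytokines were at 0.013 with no filter, 0.44 over 200 and 0.34 with reference centring. Microglia were at -0.073, 1.58 and 0.43 in the same settings and 1.28 with plain identifiers. Pluripotent genes were at 1.50 over 200, 0.093 with reference centring and -0.024 with plain identifiers. Neuronal genes (0.13) and reference genes (0.091) also read above 0 with reference centring. G-CSF and BATF were at 0.25 and endothelial genes at -0.011 with reference centring. The cause was not tested.

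Of 208 named genes, 11 reversed in 14 comparisons, 19 lost their call in 53 and 9 gained one in 23. With reference centring Fgf4 (0.012), Gfap (0.0083), Hnf4a (0.18), Mal (0.013), Msi1 (0.023), Pias4 (0.011), Sox9 (0.19) and Trp53bp1 (0.016) reversed, as that setting adds about 0.20 to each. Its reference genes include Tfrc, which itself fell more than 2-fold, so these reversals do not decide a direction. With the mean of all probe sets Nes (-0.57) and Trp53bp1 (0.075) reversed, and with plain identifiers Socs6 (0.25). Igfbp7 lay between -0.0092 and 2.82 over the leave-one-out settings, near 0 without any 1 of the irr replicates and at -0.033 without both 3 and 4, because another of its probe sets then had the highest mean. Low signal limits lists with many genes below the filter, such as SASP (27) and neuronal genes (15).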

Differences from the paper's values

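The paper measured 22 expression ratios at day 7 by quantitative real-time PCR, normalized to B2M, that have an array value here. The paper's values below were read by eye, and its errors are SD of technical triplicates in Fig. 1F, Fig. 2G and Fig. S2G and SEM over 6 or more independent experiments, shown as medians, in Fig. 2F. The array values are ratios of irr over non-irradiated NSCs from the brightest probe set of each gene. Unless a setting is named, none of the 18 or 19 alternatives set before the data were examined that gave a value brings the array ratio within the paper's. Since the PCR is relative to B2M and B2m was 1.74-fold higher on the arrays, each array ratio is also given divided by that of B2m, a scale chosen after seeing the values. A ratio counted as not differing can still lie off the paper's. Over B2m, Atm is 0.477 against about 0.33, Sox2 0.672 against about 0.45 and Olig2 0.524 against about 0.35. The counts therefore do not show that values are equal within error. On the scale over B2m, 10 of the 13 ratios that differ no longer do, and Atr, Gfap and Srrt still differ. Of the 9 that did not differ, 2 then do, Chek2 (0.249, the paper's about 0.42 in Fig. 1F) and S100b (0.657, the paper's about 1.2 in Fig. S2G). Lif counts among the 9 only because of its error, about 12 in Fig. S2G, read by eye: the paper has about 7.7 and the arrays 1.11 (0.637 over B2m). All 17 genes lower by PCR are lower on it, as is any gene that rose by less than 1.74-fold. Of the 5 higher by PCR, 2 are higher. These 2, Bmp2 (3.02) and Bmp4 (1.59), rest on non-irradiated values below the filter, so their direction on this scale is uncertain.

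For DDR genes, the paper has Atm at about 0.33 in Fig. 1F, read by eye, and the arrays 0.830 (0.477 over B2m). For Atr the paper has about 0.25 in Fig. 1F and the arrays 0.840 (0.483 over B2m). For Prkdc the paper has about 0.6 in Fig. 1F and the arrays 1.24 (0.71 over B2m). For Mdc1 the paper has about 0.22 in Fig. 1F and the arrays 0.389 (0.224 over B2m). For Parp1 the paper has about 0.31 in Fig. 1F and the arrays 0.501 (0.288 over B2m).

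For stem cell markers and Gfap, the paper has Nes at about 0.48 in Fig. 2F, read by eye, and the arrays 1.05 (0.605 over B2m). The mean of all probe sets of the gene is the 1 alternative of 19 that brings Nes within the paper's value, and the other 18 do not. For Sox2 the paper has about 0.45 in Fig. 2F and the arrays 1.17 (0.672 over B2m). For Pax6 the paper has about 0.42 in Fig. 2F and the arrays 0.689 (0.396 over B2m). For Gfap the paper has about 6.5 in Fig. 2F and the arrays 0.881 (0.506 over B2m), from 1 probe set at the filter. For Olig2 the paper has about 0.35 in Fig. 2G and the arrays 0.912 (0.524 over B2m). For Msi1 the paper has about 0.48 in Fig. 2G and the arrays 0.890 (0.511 over B2m). For Vim the paper has about 0.57 in Fig. 2G and the arrays 1.11 (0.641 over B2m). For Srrt the paper has about 0.1 in Fig. 2G and the arrays 0.593 (0.341 over B2m).

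Bmp2 and Bmp4 lay below the intensity filter on all non-irradiated arrays, so the arrays give only lower bounds, of 1.48-fold and 1.77-fold, which do not differ from the paper's about 19 and about 7.7 in Fig. S2G, read by eye.

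In the heat map of Fig. 2H, Sparc, Ntrk3 and Syt1 stand outside the block of higher genes, read by eye, and the arrays have them higher, at 0.78, 1.99 and 1.04, the last 2 from non-irradiated values below the intensity filter; over the whole map 22 of 24 genes were higher. The paper lists Lif and Il6 among cytokines expressed at day 7. On the arrays Lif was at 0.15 and did not pass the test, but was called higher with reference centring (0.34, adjusted p = 5.6e-04 from limma), with a replicate block (adjusted p = 0.0499 from limma) and without irr replicate 1 (0.19, adjusted p = 0.036 from limma), and Il6 stayed below the intensity filter.

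With the array values as deposited, the direction differs for Prkdc, Sox2, Vim and Gfap, and by sign also for Nes, which did not pass the test (0.07), and over B2m only Gfap of these differs in direction, as do S100b and Lif. By PCR the paper has the first 3 lower and Gfap higher, and the arrays have log2 fold changes of 0.30 for Prkdc, 0.23 for Sox2, 0.16 for Vim and -0.18 for Gfap. That of Gfap rests on 1 probe set at the filter (log2 values of 6.80 and 6.61), and its other 2 probe sets, below the filter, read 0.88 and 0.57 higher. Its call ended without non-irradiated replicate 1 (-0.15) or 2 (-0.16), and it read 0.0083 with reference centring. On other markers of the paper the directions are the same, as for Aqp4 (higher here, protein in the paper), Pax6, Srrt, Bmp2 and Bmp4. The paper also describes a broad fall of self-renewal genes by PCR. Of its 8 such markers measured on the arrays, 3 were lower, 2 were higher and 3 did not pass the test. Of the last 3, Olig2 was called lower with trend and robust settings, without irr replicate 2, with the mean of all probe sets and with the residual principal component, the last chosen after seeing the data, and Nes with the mean of all probe sets (-0.57), while with reference centring Nes was called higher (0.26, adjusted p = 5.0e-04 from limma).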

Other observations

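All 20 measured genes of cholesterol synthesis were lower in irr NSCs, 18 at least 2-fold (adjusted p = 1.0e-09 from camera in limma, adjusted p = 0.017 with an estimated correlation). The largest decreases were those of Fdps (-2.94), Tm7sf2 (-2.54), Fdft1 (-2.40) and Idi1 (-2.30), enzymes that build the isoprenoid and sterol skeleton, while the exporter Abca1 and the lipid carrier Apoe were among the genes that rose. Of 30 genes of the lysosome, 28 were higher, 17 at least 2-fold, 1 was lower and 1 did not pass the test (29 higher when adjusted over the list alone; adjusted p = 1.2e-08 from camera, adjusted p = 0.11 with an estimated correlation, which ends the call). The largest increases were those of the proteases Ctsf (3.14), Ctsl (1.45) and Ctsb (1.44) and the sialidase Neu1 (1.49).

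Of 25 measured SASP genes, 19 were higher, 10 at least 2-fold, 3 were lower and 3 did not pass the test, and 27 stayed below the intensity filter (adjusted p = 4.2e-05 from camera in limma, adjusted p = 0.11 with an estimated correlation, which ends the call). The metalloprotease Mmp2 rose by 4.00, its inhibitor Timp2 by 2.62 and Igfbp7 by 2.75, although another Igfbp7 probe set was at 0.00 and stands for the gene without irradiated replicate 1 (0.019), 2 (0.011), 3 (-0.0092) or 4 (-0.0087). Of 9 mesenchymal genes, 7 were higher and 1 was lower, all 8 at least 2-fold (adjusted p = 0.0086 from camera, adjusted p = 0.10 with an estimated correlation, which ends the call), among them the collagens Col6a1 (3.25) and Col6a2 (2.67), Lum (at least 2.98-fold) and Thy1 (1.95). Of 10 TGF-β targets, 6 were higher and 3 were lower (median 1.76; adjusted p = 0.18 from camera), among them Ccn2 (2.86), Ccn1 (2.00), Fn1 (1.94) and Tgfbi (at least 3.35-fold).

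Of 20 interferon-stimulated genes, 11 were higher, 3 were lower and 6 did not pass the test (median 0.41; adjusted p = 0.072 from camera in limma), with increases of Ifit3 (at least 2.59-fold), Iigp1 (1.60-fold), Xaf1 (1.91-fold) and Cxcl10 (1.32-fold), all 4 against the filter intensity. Of 9 MHC class I genes, 6 were higher, 1 was lower and 2 did not pass the test (median 0.80; adjusted p = 0.078 from camera), with H2-D1 at 1.60, Tap1 at 1.38, Tapbp at 1.35 and B2m at 0.80. Of 11 reference genes, 4 were higher, 5 were lower and 2 did not pass the test (median -0.10; adjusted p = 0.71 from camera). The largest decrease was that of Tfrc, the transferrin receptor gene, by more than 2-fold, and Tfrc is part of the scale used for reference centring.

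Few genes of other cell types were measured. Of 4 microglia genes, 2 were higher and 2 did not pass the test (median 0.23; 10 others below the filter). Of 3 endothelial genes, 2 were lower and 1 did not pass the test (median -0.20; 9 others below the filter). Of 5 pluripotent genes, 1 was higher, 1 was lower (0 lower when adjusted over the list alone) and 3 did not pass the test (median -0.10; adjusted p = 0.95 from camera in limma).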
